# Optimization of transcription factor binding map accuracy utilizing knockout-mouse models

**DOI:** 10.1093/nar/gku1078

**Published:** 2014-11-05

**Authors:** Wolfgang Krebs, Susanne V. Schmidt, Alon Goren, Dominic De Nardo, Larisa Labzin, Anton Bovier, Thomas Ulas, Heidi Theis, Michael Kraut, Eicke Latz, Marc Beyer, Joachim L. Schultze

## Abstract

Genome-wide assessment of protein–DNA interaction by chromatin immunoprecipitation followed by massive parallel sequencing (ChIP-seq) is a key technology for studying transcription factor (TF) localization and regulation of gene expression. Signal-to-noise-ratio and signal specificity in ChIP-seq studies depend on many variables, including antibody affinity and specificity. Thus far, efforts to improve antibody reagents for ChIP-seq experiments have focused mainly on generating higher quality antibodies. Here we introduce KOIN (knockout implemented normalization) as a novel strategy to increase signal specificity and reduce noise by using TF knockout mice as a critical control for ChIP-seq data experiments. Additionally, KOIN can identify ‘hyper ChIPable regions’ as another source of false-positive signals. As the use of the KOIN algorithm reduces false-positive results and thereby prevents misinterpretation of ChIP-seq data, it should be considered as the gold standard for future ChIP-seq analyses, particularly when developing ChIP-assays with novel antibody reagents.

## INTRODUCTION

Genome-wide localization of transcription factors (TF), chromatin regulators, histone modifications and histone variants is mainly assessed by ChIP-seq, establishing it as a central technology for understanding transcriptional regulation in living cells (1,2). The precision of ChIP-seq experiments and their subsequent correct biological interpretation relies on many different parameters, including chromatin fragmentation, antibody affinity and specificity, DNA library preparation, genomic coverage of sequencing reads, sequencing depth and computational algorithms for peak calling (3–5). Since antibody quality is critically important for successful ChIP-seq experiments, immunoblotting (4) or ChIP-string methodologies (6,7) are used to define the affinity and specificity of antibodies used in ChIP-seq experiments. In addition to specifically enriched sites with biological relevance ChIP-seq data can also contain none relevant but specific signals due to the cross-reactivity of antibodies used for ChIP-seq experiments against proteins other than the epitope used for immunization. However, ChIP-seq data can also include random signals widely distributed over the whole genome, which are normally dismissed as background noise. These signals not only vary in binding motifs but also in signal intensities and are believed to originate from unspecific binding of DNA to beads or to the constant FC region of antibodies. Therefore, it remains difficult to distinguish such false-positive signals from true TF-associated peaks, especially in cases of low enrichments for binding motifs at called peak positions (8). Interestingly, false-positive peaks were even called in ChIP-seq experiments performed against a protein without a DNA-binding domain (9). In addition, technical aspects like shearing efficiency or crosslinking procedures can generate false-positive signals (4). Another ChIP-seq-specific variance are so-called ‘hyper-ChIPable regions’, recently described in yeast (9). High levels of transcription have been linked to these euchromatic sites with large numbers of ChIP-seq-binding signals enriched at these sites. So far, nucleosome depletion at transcriptional active sites is considered to expose the DNA in a greater extent to beads and antibodies during immunoprecipitation. Apparently this susceptibility leads to unspecific precipitation of DNA during ChIP-seq experiments. Due to these limitations, we postulated that employing TF knockout (KO) cells in ChIP-seq experiments should significantly increase signal-to-noise ratios by correcting for background signals, and should increase signal specificity by allowing for correction of peaks originating from nonspecific antibody-protein binding. Based on this hypothesis, we utilized ChIP-seq data from TF-KO control samples to develop a novel approach, called the Knockout Implemented Normalization (KOIN) method to reduce false-positive signals, identify ‘hyper-ChIPable regions’ and significantly improve biological downstream interpretation. We utilized six freely available ChIP-seq TF data sets (10–13) to demonstrate that KOIN increases the precision of ChIP-seq data interpretation for each data set.

## MATERIAL AND METHODS

### ChIP-Seq data sets

The data sets for ATF3 (GSE55317) were generated from bone marrow-derived macrophages (BMDMs) as previously described (10). In brief, BMDMs from 6- to 8-week old wild-type (WT) C57BL/6 and ATF3-deficient mice were obtained by culturing bone marrow cells for 6 days in DMEM supplemented with 10% (vol/vol) FCS, 10 μg/ml Ciprobay-500 and 40 ng/ml M-CSF (R&D Systems). BMDMs were pretreated with medium alone (unstim), 2 mg/ml HDL for 6 h or 2 mg/ml HDL for 6 h followed by stimulation with 100 nM CpG for 4 h. ChIP-Seq experiments for GATA3 (11) (GSM523224/GSM742022), SRF (12) (http://homer.salk.edu/homer/data/index.html; ‘SRF’ data set; http://homer.salk.edu/homer/data/ucsc/asullivan-10-12-01/ThioMac-SRF.fastq.gz; ‘SRF in SRF -/- mice’ datset; http://homer.salk.edu/homer/data/ucsc/asullivan-10-12-01/ThioMac.SrfKO-SRF.rep2.fastq.gz) and PU.1 (13) (GSM538003/GSM537999/GSM538000) including library preparation and base-calling are described in the corresponding publication. The alignment to the NCBI Build 37 genome assembly (mm9) was carried out for all data sets with Bowtie (14). Bowtie alignment was performed with the following settings for concatenated replicate data sets: -t -q -e 70 -l 28 -n 2 -best -maxbts 125 -S. All reads mappable to the reference genome were used for downstream peak calling including multi-mappable read positions, determined by Bowtie. Scores for multiple alignments for every read were reported and only the position with the best score was further used in the analysis.

### KOIN pipeline

KOIN-corrected peak files were generated with the KOIN pipeline. ChIP-seq data sets for WT and KO experiments were first aligned to a reference genome with the Bowtie program. Aligned sam/bam files were afterward used for peak calling with MACS. During KOIN, the KO data set was used as a control to call false-positive curated peak positions for the WT data set. Next peak positions with normalized tag counts in WT to KO data sets with fold changes smaller than 2 were filtered out. These data are then used for downstream data analysis like annotation and PWM motif enrichments using HOMER (13). The KOIN method is provided as a command line-based batch process to be operated in a linux environment (see also Supplementary Methods) which is available online (https://github.com/LIMES-NGS/KOIN-pipeline).

### Peak identification for standard and KO implemented normalization (KOIN) method

MACS (Model-based Analysis of ChIP-Seq) v1.4.0/v2.0.1 (15) peak calling was performed with the following options: -g 1.87 × 10^9^ -s 51 -bw 150 -w -single-profile -p 1 × 10^-4^ -on-auto. In brief, WT peaks used in the standard method were called using MACS v1.4.0 with aligned ‘.bam’ files as input. Effective genome size was set to 1.87 × 10^09^. Intervals on the reference genome with bimodal signal enrichments were defined as peak regions, with strand tags enriched upstream and anti-sense strand tags enriched downstream of TF binding. MACS shifted sense and anti-sense tags to the peak midpoint and detected tag enrichments at peak positions. To filter out peak positions without significant tag enrichments, MACS used a Poisson distribution model with the parameter (λ_local WT_).

}{}\begin{equation*} \lambda _{{\rm local}\,{\rm WT}} = \max (\lambda _{{\rm BG}\,{\rm WT}} ,\lambda _{5{\rm k}\,{\rm WT}} ,\lambda _{10{\rm k}\,{\rm WT}} ) \end{equation*}

MACS defined λ_local WT_ as the maximum background signals. This is calculated by MACS either from the whole WT data set (λ_BG WT_) or from 5- or 10-kb regions centered to the peak midpoint (λ_5k_, λ_10k_) depending on the maximum signal. The sum of called WT peaks included all peaks which fit to the Poisson distribution model with *P*-values smaller than 0.04.

When utilizing data from KO mice (KOIN method), aligned ‘.bam’ files from WT experiments were used as ‘treatment’ file and aligned ‘.bam’ files from KO experiments as ‘controls’ to calculate background signals utilizing the MACS algorithm. Peak calling steps were performed according to standard method described before. After the first step, the sum of WT peaks included all peaks, which showed *P*-values smaller than 0.04 fitting to a Poisson distribution model based on the parameter λ_local KO_.

}{}\begin{equation*} \lambda _{{\rm local}\,{\rm KO}} = \max (\lambda _{{\rm BG}\,{\rm KO}} ,\lambda _{{\rm 1k}\,{\rm KO}} ,\lambda _{{\rm 5k}\,{\rm KO}} ,\lambda _{{\rm 10k}\,{\rm KO}} ) \end{equation*}

λ_local KO_ is defined as the estimated maximum background signal. This is calculated by MACS either from the whole KO data set (λ_BG KO_) or from 1-, 5- or 10-kbp regions centered to the peak summit (λ_1kKO_, λ_5kKO_, λ_10kKO_) depending on the maximum signal. In the next step, ‘treatment’ and ‘control’ files were swapped and a second peak calling was performed for KO peaks (defined as ‘negative’ peaks) found in the KO data set. All KO peaks are called fitting with *P-*values smaller than 0.04 to a Poisson distribution model with the parameter λ_local WT_. λ_local WT_ was defined as estimated maximum background signals in the WT data set. This is calculated by MACS either from the whole data set (λ_BG WT_) or at different regions with 1-, 5- or 10-kb length around the peak summit (λ_1kWT_, λ_5kWT_, λ_10kWT_).

}{}\begin{equation*} \lambda _{{\rm local}\,{\rm WT}} = \max (\lambda _{{\rm BG}\,{\rm WT}} ,\lambda _{{\rm 1k}\,{\rm WT}} ,\lambda _{{\rm 5k}\,{\rm WT}} ,\lambda _{{\rm 10k}\,{\rm WT}} ) \end{equation*}

Nonspecific peaks present in the intersection between WT and KO peaks called in the first two steps of the KOIN method were excluded for further analysis. Finally, the sum of corrected peaks after the KOIN method only contained significant WT peaks as described in the following formula:

}{}\begin{eqnarray*} &&{\rm Corrected}\,{\rm peaks}({\rm KOIN}\,{\rm method})\nonumber \\ &=& {\rm WT}\,{\rm peaks}\backslash ({\rm KO}\,{\rm peaks} \cap {\rm WT}\,{\rm peaks}) \end{eqnarray*}

To increase specificity, peaks with less than 2-fold higher signals observed in normalized WT tag counts in comparison to KO tag counts at called peak positions were excluded. The module ‘annotatePeaks.pl’ included in the HOMER program can count and size-normalize ChIP-seq tag counts located at each peak position in WT and KO data sets specified with the -d option (command: annotatePeaks peak-file.bed mm9 -size given -d peak-file-tag-directory/). Every statistical software suit, for example, SPSS or Excel can then calculate the fold difference between normalized tag counts for WT compared to KO data sets.*P*-values were adapted from the standard value 0.05 to 0.04 to reduce the number of enriched regions to a level allowing statistical analysis with the GREAT tool.

Verification of peak identification with MACS was performed with a second peak calling algorithm called SICER (Spatial clustering for Identification of ChIP-Enriched Regions) v1.1 (16). For the standard approach in SICER, the following options were used: mouse reference genome mm9, redundancy threshold 1, window size 100 bp, fragment size 150 bp, effective genome fraction 0.77, gap size 100 bp and *E*-value 100 (16). Files in ‘.bed’ format were loaded as input into SICER and clonal tags were excluded from the analysis. Next, SICER shifted tags aligned to the sense and anti-sense strand for half of the fragment size and identified significantly enriched islands with the specified windows size and a window score. All significant WT peaks called with the standard method required scores above the window score threshold and an *E*-value less than the threshold based on the random background model used.KOIN peak calling utilizing KO data sets as controls was performed with the options: mouse reference genome mm9, redundancy threshold 1, window size 100 bp, fragment size 150 bp, effective genome fraction 0.77, gap size 100 bp, *E*-value 100 and a false discovery rate (FDR) of 0.01. During KOIN, WT peaks were first called according to the standard method described. These candidate peaks were further filtered according to the *P-*value threshold under a Poisson distribution model defining WT data set read counts and KO data set read counts as parameters and using Bonferroni corrections for multiple testing. The numbers of ChIP read counts in WT and KO data sets for each peak were adapted to the total ChIP library size. Finally, corrected peaks with false discovery rates of < 0.01 based on the Poisson *P-*value were used for further downstream calculations.

To determine the relative overlap of peaks called by SICER and MACS, we applied the Hypergeometric Optimization of Motif EnRichment program (HOMER) v4.3 (http://homer.salk.edu/homer/index.html) (13). The mergePeaks module in HOMER was used for the comparison of two different peak files resulting in the identification of common and unique peak positions (command: mergePeaks MACS-peaks-file.bed SICER-peaks-file.bed -d given).

### Annotation and fragment enrichment analysis

Peaks were annotated to the mouse reference genome (mm9) according to Refseq TSS information using HOMER. Annotated peak positions were used to detect global peak distributions in standard or KOIN-corrected data sets. WT and KO ChIP-fragment signals were depicted as histograms 2 kb up- and downstream of each peak center in 10-bp sliding windows in histogram mode and were normalized before analysis to 10^7^ total tag numbers. Java-Treeview (v1.1.6.r4) was used to create heatmaps. For graphical display of the ATF3 enriched example regions, normalized ChIP-seq tag signals and peak locations were loaded into integrative genomics viewer IGV (17). This approach allowed the comparison of WT and KO ChIP-seq tag signals at specific locations independent of total tag numbers in each data set.

### Motif discovery

Peak files calculated by standard or KOIN method by MACS were used for TF motif discovery by HOMER. For comparison, peak sites identified as false positives were also examined for motif predictions. TF-binding sites in a region of 100 bp up- and downstream of peak centers were used to isolate sequences as input enabling a *de novo* motif analysis with HOMER. For GC normalization purposes, random background sequences with similar GC% contents were chosen. Auto-normalization was performed to remove imbalances in short oligos between target and background sequences. After search and optimization steps, motifs were identified. Top 10 HOMER motifs were chosen, according to their binomial *P*-values, from each data set and the *P-*values were depicted in heatmaps by Partek genomic suite (v6.6). *P*-values were converted with the following formula into positive numbers representing the statistical significance of motif enrichment: -log10 (motif *P*-value). Percentages of target sequences with corresponding binding motif determined by the standard method or the KOIN method were compared and depicted with horizontal aligned bar plots together with the corresponding positional weight matrices (PWM). For each motif, the percentage defines the number of ChIP-seq tags with occurrence of the particular motif among all tags. Multiple motif hits at a given tag site are possible.

Motif ratios were calculated for the top five enriched motifs called independently in WT and KO data sets with HOMER by counting the motif occurrence and dividing the motif numbers in the WT data set by the numbers in the KO data set. Motif counts were normalized against total peak counts for every experiment. Higher motif abundance in WT compared to KO data sets were defined as positive fold change values and vice versa for higher ratios in KO compared to WT data sets with negative values.

### GO-term enrichment analysis for proximal regions

For every peak, the nearest TSS was identified. Corresponding gene names of peaks at promoter sites within 1000 bp of TSS respectively peaks inside gene loci were loaded into Cytoscape v2.8.3 (18) with the BiNGO (19) plugin (v2.44) and gene set enrichment was performed using an FDR threshold of 0.001. Visualization of the Gene Ontology (GO) analysis as networks was performed with the plugin Enrichment Map for Cytoscape (v1.2). The cutoff for the Jaccard coefficient was set to 0.001 and an FDR *Q*-value of 0.01. KOIN-corrected and noncorrected results were overlaid to visualize enriched GO-terms after correction. Clusters of GO-terms were marked and named according to common functions filtered by the plugin word cloud. Only subnetworks with greater than four GO-terms are shown.

### Differential GO-term enrichments including distal loci

We used the Genomic Regions Enrichment of Annotations (GREAT) tool v2.0.2 (20) to study functions of sets of noncoding *cis*-regulatory genomic regions and TSS-associated regions. MACS peaks were associated with their putative target genes and connected to corresponding gene ontologies by GREAT. After statistical enrichment, calculations with binomial and hypergeometric test algorithms GREAT displays significantly enriched GO-terms. GO-terms with and without false-positive corrections were compared against each other according to their binomial *P*-values.

### Identification of ‘hyper-ChIPable regions’

The top 25 TF enriched peak positions were ranked according to their normalized tag counts independently for all six data sets. Only loci with occurrence in at least two data sets were used for detailed inspection with UCSC genome browser (http://genome.ucsc.edu). To define these loci as ‘hyper-ChIPable’, the following criteria were used: potential regions display additional enrichment for unrelated DNA-binding proteins currently available in the ENCODE database (described below) and are also characterized as DNAse I hypersensitive sites; regions show RNA polymerase II binding and histone modifications including H3K4me1, H3K4me3 and H3K27me3. Potential ‘hyper-ChIPable regions’ were analysed visually in all data sets (https://genome.ucsc.edu/ENCODE). In case the investigated regions showed high signals beyond the viewable default scaling, the region was defined as ‘hyper-ChIPable’. The following data sets were used: TF-binding sites (Caltech TFBS; LICR TFBS; PSU TFBS; Stan/Yale TFBS), histone modifications (Caltech Histone; LICR Histone, PSU Histone; Stan/Yale Histone), DNAse I hypersensitive cleavage sites (PSU DNaseI HS; UW DNaseI DGF; UW DNaseI HS).

## RESULTS

### KOIN reduces false-positive signals in ChIP-seq data

A major prerequisite for correct interpretation of ChIP-seq data is the reduction of false-positive signals to a minimum (4). Moreover, while true positive signals are derived from the biology of the sample (biological variance, Figure 1a), additional false-positive signals derived from different types of variance, such as background signals, nonspecific peaks, ‘hyper-ChIPable regions’ and other technical variances can exist (Figure 1a). We postulated that the particular background signals generated by nonspecific peaks and ‘hyper-ChIPable regions’ result in false-positive signals, which should be eliminated when subtracting signals in ChIP-seq data of transcription factor (TF) knockout (KO) samples from those obtained using wild-type (WT) samples. We termed this approach Knockout Implemented Normalization (KOIN). Major steps necessary to perform the KOIN calculations are described in the KOIN pipeline (Supplementary Figure S1). We evaluated the advantages of KOIN in comparison to the standard method utilizing six different ChIP-seq data sets (10–13) assessing global binding patterns of the TFs PU.1, SRF, GATA3 and ATF3 (Figure 1b). In addition, we also compared downstream data analysis like motif enrichment or comparative gene ontology enrichment analysis (GOEA)_ENREF_6. As the primary peak caller, we applied MACS v1.4.0, while MACS v2.0.1 showed similar results (data not shown) (15). In essence, KOIN includes as a first step peak calling in WT followed by removal of peak regions that are called in both WT and KO samples, and finally, regions with background signals identified in both WT and KOIN are eliminated (for more detail see material and methods).

**Figure 1.**
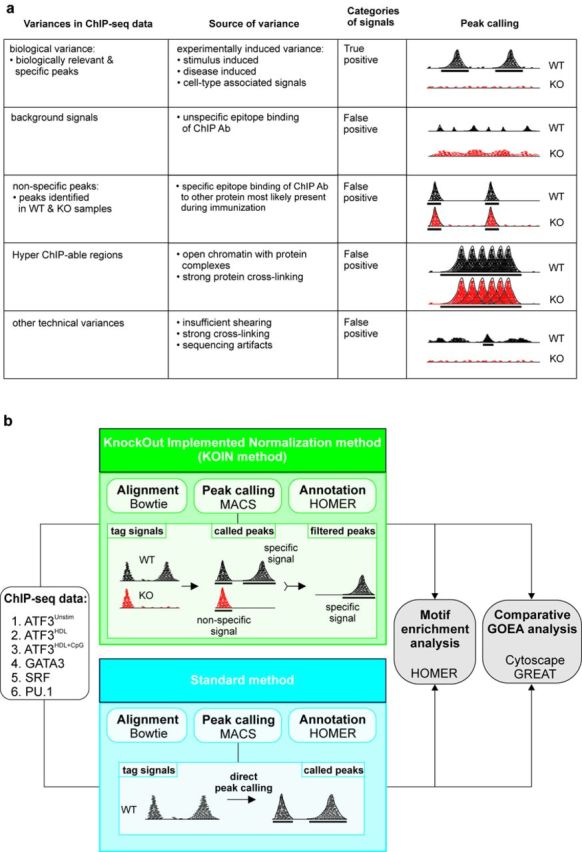
Sources of variance in ChIP-seq experiments and schematic overview of the KOIN method. **(a)** Overview of factors influencing ChIP-seq data. **(b)** Schema of two approaches for analysis of ChIP-seq data using either the KOIN method (KO Implemented Normalization method, in green) including knockout (KO) samples or the standard method (in blue). Next generation sequencing data were aligned to the reference genome using Bowtie; peaks were called with MACS (preferred peak caller) and annotated to the transcript database using HOMER. Results for both methods were compared during downstream data processing including motif enrichment analysis using HOMER or comparative gene ontology enrichment analysis (GOEA).

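ATF3 binding was mapped by ChIP-seq in bone marrow-derived macrophages (BMDMs), primary macrophages grown from mouse marrow with the growth factor M-CSF. Marrow of WT C57BL/6 mice aged 6 to 8 weeks and of ATF3-deficient (KO) mice was cultured for 6 days with M-CSF at 40 ng/ml. The macrophages then received no stimulus, HDL at 2 mg/ml over 6 h, or HDL followed by CpG at 100 nM over 4 h. HDL is the lipoprotein that takes up cholesterol from cells, and CpG is a DNA ligand of Toll-like receptor 9. ATF3 is a basic leucine zipper (bZIP) factor that binds AP-1 and CRE sequences, and its chromatin was precipitated with 2.5 µg of a rabbit polyclonal antibody. Fragments of 150 to 250 bp were sequenced. The labels name 3 biological replicates, which the authors concatenated before alignment. Each condition therefore has 1 pooled WT and 1 pooled KO library, and the spread between mice or cultures cannot be taken from these lists. In unstimulated cells the WT library holds 37137377 reads and the KO library 75534584. With HDL these totals are 37930363 and 66061648 reads, and with HDL + CpG 49467421 and 47504605 reads. The KO library is thus 2.03, 1.74 and 0.96 times as deep as its WT partner. The authors aligned the reads to mm9 with Bowtie, kept the best position of multi-mappable reads and called peaks with MACS. The submitters' processing notes give MACS 1.4.2, the paper's methods an earlier release, and the methods also name 2 different P-value thresholds. Standard peaks were called on the WT library alone. KOIN-corrected peaks were called against the KO library, and those shared with KO peaks or with a WT/KO tag ratio under 2 were excluded. The deposited tag counts are normalized to one common library size, so that 1 read counts as 0.269 tags in the unstimulated WT library and as 0.132 tags in its KO partner. All tag counts came out within 0.005 tags of a whole number of reads, with a median of 43, 43 and 53 WT reads per standard peak in the 3 conditions. Here a standard peak was taken as kept where a KOIN-corrected peak overlapped it by at least 1 bp and as removed otherwise. WT/KO is the ratio of tags within a peak, with an exact 95% interval from the reads. Tests on peaks or reads compare these lists and libraries, not replicated conditions, and the intervals cover counting error only.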

To investigate the degree of false-positive peaks, normalized tag counts for peaks were determined and tag counts in WT samples (gray color) were plotted against KOIN-corrected tag counts (red color) at the corresponding genomic location for the four TFs investigated (Figure 2a). Our method revealed a significant number of false-positive peaks in the SRF and GATA3 data sets. 

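Peaks near Tmem125, at a ribosomal RNA repeat near Gm8579 and in intron 1 of Filip1l were among the highest-scoring that KOIN removed away from satellites and simple repeats. The Tmem125 peak (chromosome 4, 118219317 to 118221729, 4.19 kb from the transcriptional start site in unstimulated cells) had a WT/KO of 1.01 (0.944 to 1.09) unstimulated, 0.968 (0.90 to 1.04) with HDL and 1.14 (1.06 to 1.23) with HDL + CpG. For Gm8579 the ratios were 1.49, 1.58 and 1.17. The Filip1l peak, on a large-subunit rRNA repeat, stood at 1.33 in unstimulated cells and 1.03 (0.903 to 1.18) with HDL. Of all standard peaks, 2205 of 2779 (79.4%) were removed in unstimulated cells, 2400 of 5319 (45.1%) with HDL and 2663 of 3790 (70.3%) with HDL + CpG. The odds of removal were 0.214 times as high with HDL as in unstimulated cells (p = 1.34e-201, two-sided Fisher's exact test). They were 0.615 times as high with HDL + CpG as in unstimulated cells (p = 7.40e-17, same exact test) and 0.348 times as high with HDL as with HDL + CpG (p = 1.69e-127, same exact test). The order of HDL + CpG and unstimulated cells turned when removal was replaced by an exact binomial test of WT against KO reads, chosen after the data were seen. Removed peaks recurred across conditions. In unstimulated cells 60.6% of removed and 34.7% of kept peaks overlapped standard peaks of both other conditions (odds ratio 2.90, p = 1.10e-28, Fisher's exact test). With HDL these shares were 34.5% and 24.2% (odds ratio 1.64, p = 3.18e-16, Fisher's exact test), and with HDL + CpG 51.3% and 14.9% (odds ratio 6.02, p = 1.38e-105, Fisher's exact test). The KO libraries differ in depth between the conditions, and with 1 pooled library each the condition and the library cannot be told apart.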

Interestingly, when addressing genome-wide DNA-binding maps of ATF3 in macrophages cultured under three different stimulatory conditions (unstimulated, stimulated with HDL, or HDL + CpG), the number of false-positive peaks for ATF3 was dependent on the cell culture condition. 

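HDL-treated macrophages had the most KOIN-corrected ATF3 peaks, 3044, followed by 1232 with HDL + CpG and 595 in unstimulated cells. Runx1, a transcription factor of blood cell development, had a peak retained with HDL 41.3 kb upstream (WT/KO 4.23, 2.82 to 6.46). Against the standard lists, the peak counts were lower by 78.6% in unstimulated cells, by 67.5% with HDL + CpG and by 42.8% with HDL. By the MACS score, the authors' value per peak, removed peaks ranked above kept ones in 2 of the 3 conditions. They had a median score of 60.5, and kept peaks one of 53.2, in unstimulated cells, and 58.8 against 52.4 with HDL + CpG. With HDL the kept peaks were higher, at 62.5 against 54.2. Each of these 3 differences reached the smallest p that 100000 resamples allow in a two-sided permutation test of the medians. Under an exact binomial test of WT against KO reads, an alternative chosen after the data were seen, the share of standard peaks without more WT reads at an adjusted p of 0.05 was 43.8%, 59.1% and 20.5% in unstimulated, HDL + CpG and HDL cells. Among standard and KOIN-corrected peaks with a score of at least 100, the counts with HDL were lower by 75.8%.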

The correction of false-positive peaks (correction rate) led to a decrease in peak counts of 80% in the SRF, 78% in the GATA3 and from 43 to 69% in the ATF3 data sets (Figure 2a, Supplementary Table S1) while there was a slight increase of peaks called for PU.1 after correction (see below). For SRF and GATA3, we observed similarly high correction rates by KOIN when intergenic, intronic or promoter sequences were analysed separately (Figure 2b). Interestingly, when addressing genome-wide DNA-binding maps of ATF3 in macrophages cultured under different stimulatory conditions, differences of false-positive peak numbers for ATF3 were identified. 

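In unstimulated macrophages, peaks near G530011O06Rik, Wdr67, Ifnb1 and Cdkn1a were among the highest-scoring KOIN-corrected peaks away from repeats. The peak 14.7 kb upstream of Ifnb1, which encodes interferon beta (chromosome 4, 88182925 to 88183823), had 18.0 WT and 1.99 KO tags, a WT/KO of 9.07 (5.14 to 17.1). Cdkn1a, the cell cycle inhibitor p21, carried a peak in intron 1 with a ratio of 3.51 (2.25 to 5.57). With HDL, intron 2 of Ttc39a (6.29, 4.04 to 10.1), intron 2 of the taurine transporter gene Slc6a6 (3.97, 2.79 to 5.71) and a site 73.0 kb from the transcription factor gene Klf13 (4.02, 2.77 to 5.92) were among the highest-scoring. With HDL + CpG, intron 1 of the receptor phosphatase gene Ptprj (3.99, 2.58 to 6.38), intron 4 of the kinase gene Ptk2b (4.32, 2.57 to 7.66), the Mll1 promoter (3.47, 2.23 to 5.59) and a site 7.87 kb from the anti-apoptotic gene Mcl1 (4.11, 2.44 to 7.29) were retained. Ttc39a was retained here too, with 95 WT and 7 KO reads and a ratio of 13.1 (6.09 to 33.3). Some genes had a KOIN-corrected peak in stimulated cells and no standard peak in unstimulated ones. Those with the highest scores included Mpeg1, which encodes the pore-forming macrophage protein perforin-2 (4.59, 2.98 to 7.24), the inhibitory receptor gene Lair1 (promoter, 4.82, 3.04 to 7.87) and Tob2 (3.95, 2.71 to 5.85), all with HDL. HOMER assigned each peak to its nearest start site, so a named gene is the nearest one and need not be the regulated one.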

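Genes were grouped by 13 lists, and the share of genes with a standard peak that also had a KOIN-corrected peak was compared with all other such genes. With HDL + CpG, 11 of 13 genes of lipid and cholesterol handling kept a peak (odds ratio 10.4, adjusted p = 0.00427, Fisher's exact test), among them Cd36, against 34.9% of 2888 genes overall. Of the bZIP factors, the family of ATF3 itself, 13 of 16 did (odds ratio 8.17, adjusted p = 0.00371, same exact test). The promoter of Ddit3, which encodes the stress factor CHOP, had a ratio of 3.89 (2.36 to 6.70). Macrophage identity genes kept 15 of 20 (odds ratio 5.66, adjusted p = 0.00455, Fisher's exact test), with a peak 49.2 kb from the tetraspanin gene Cd9 (4.51, 2.76 to 7.72). Olfactory and vomeronasal receptor genes, which are not macrophage genes, kept 8 of 47 (odds ratio 0.378, adjusted p = 0.047, Fisher's exact test). With HDL, olfactory receptor genes kept 17 of 61 (odds ratio 0.221, adjusted p = 9.44e-07, Fisher's exact test), against 63.0% of 3874 genes. In unstimulated cells none of the 13 lists passed, at 24.9% of 2216 genes overall. The adjustment covers all 39 tests by Benjamini-Hochberg. Restricted to peaks within 10 kb of the start site, or to scores of at least 100, no list passed in any condition. The odds ratios of the lipid, bZIP and macrophage identity lists with HDL + CpG were 1.81, 2.42 and 1.82 within 10 kb, and 47.5, 7.99 and 6.54 at the higher scores. Those of the olfactory list were 0.468 with HDL and 0.22 with HDL + CpG within 10 kb, and 0.233 and 0.603 at the higher scores. Several of these values were no nearer to 1 than the main ones. Fewer genes enter under both limits, and odds ratios with a count of 0 carry an added constant. Values such as 47.5 therefore do not measure the size of an effect. The olfactory call with HDL + CpG did not pass without satellites and simple repeats either, at a nearly unchanged odds ratio of 0.363 (adjusted p = 0.0536, Fisher's exact test).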

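Promoter peaks of ATF3 were kept more often than intergenic ones in unstimulated and HDL + CpG cells. In unstimulated cells a KOIN-corrected peak overlapped 41 of 86 standard promoter peaks (47.7%, Wilson 95% interval 37.4 to 58.1), 241 of 883 intronic (27.3%, 24.5 to 30.3) and 281 of 1763 intergenic ones (15.9%, 14.3 to 17.7). With HDL + CpG these were 96 of 170 promoter (56.5%, 49.0 to 63.7), 468 of 1286 intronic (36.4%, 33.8 to 39.1) and 526 of 2254 intergenic peaks (23.3%, 21.6 to 25.1). The KOIN lists, which also hold peaks without a standard counterpart, have 43 promoter, 252 intronic and 287 intergenic peaks in unstimulated cells and 107, 501 and 582 with HDL + CpG. Slc15a3, which encodes a peptide transporter of the endolysosome, had a promoter peak with a ratio of 2.54 (1.73 to 3.82) with HDL + CpG. The odds of being kept, relative to intergenic peaks, were 4.81 times as high for promoters (adjusted p = 3.38e-11, Fisher's exact test) and 1.98 times as high for introns (adjusted p = 1.90e-11, same exact test) in unstimulated cells. With HDL + CpG they were 4.26 (adjusted p = 4.27e-18, Fisher's exact test) and 1.88 times as high (adjusted p = 5.59e-16, same exact test). Promoters made up 3.09% of standard and 7.23% of KOIN-corrected peaks in unstimulated cells, and 4.49% and 8.69% with HDL + CpG. At scores of at least 100 none of these differences passed (odds ratios 8.90 and 2.28 in unstimulated cells, 2.20 and 1.65 with HDL + CpG). The 8.90 gives no direction, since few unstimulated peaks were kept there (correction rate 98.6%). Odds ratios with a count of 0 also carry an added constant. At scores of at least 60 the intronic difference in unstimulated cells did not pass (odds ratio 1.504, adjusted p = 0.0687, Fisher's exact test).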

In unstimulated cells and cells stimulated with HDL and CpG, a similar rate of false-positive peaks was observed in intergenic and intronic peaks, while peaks in promoter regions showed higher specificity as indicated by a higher rate of true positives (unstimulated cells: 50%, cells stimulated with HDL + CpG: 63%). In contrast, there was less difference between intergenic (53%), intronic (63%) and promoter peaks (69%) in cells stimulated with HDL alone.

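With HDL alone, promoter peaks near Fosb, Herpud1 and Slc7a11 were among those retained. The Fosb promoter, of a subunit of AP-1 (chromosome 7, 19894946 to 19896034), had a WT/KO of 4.64 (3.08 to 7.16), that of Herpud1, an endoplasmic reticulum stress gene, 3.03 (2.15 to 4.32), and that of the cystine transporter gene Slc7a11 2.59 (1.77 to 3.84). A KOIN-corrected peak overlapped 170 of 267 standard promoter peaks (63.7%, Wilson 95% interval 57.7 to 69.2), 1158 of 1901 intronic (60.9%, 58.7 to 63.1) and 1528 of 3036 intergenic ones (50.3%, 48.6 to 52.1). The KOIN list has 183 promoter, 1195 intronic and 1600 intergenic peaks. Relative to intergenic peaks, the odds of being kept were 1.73 times as high for promoters (adjusted p = 3.08e-05, Fisher's exact test) and 1.54 times as high for introns (adjusted p = 7.73e-13, same exact test). Promoter peaks made up 5.02% of standard and 6.01% of KOIN-corrected peaks. Neither class differed from intergenic peaks at scores of at least 100, where the promoter odds ratio was 1.17 (adjusted p = 0.946, Fisher's exact test).

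**Figure D1:**
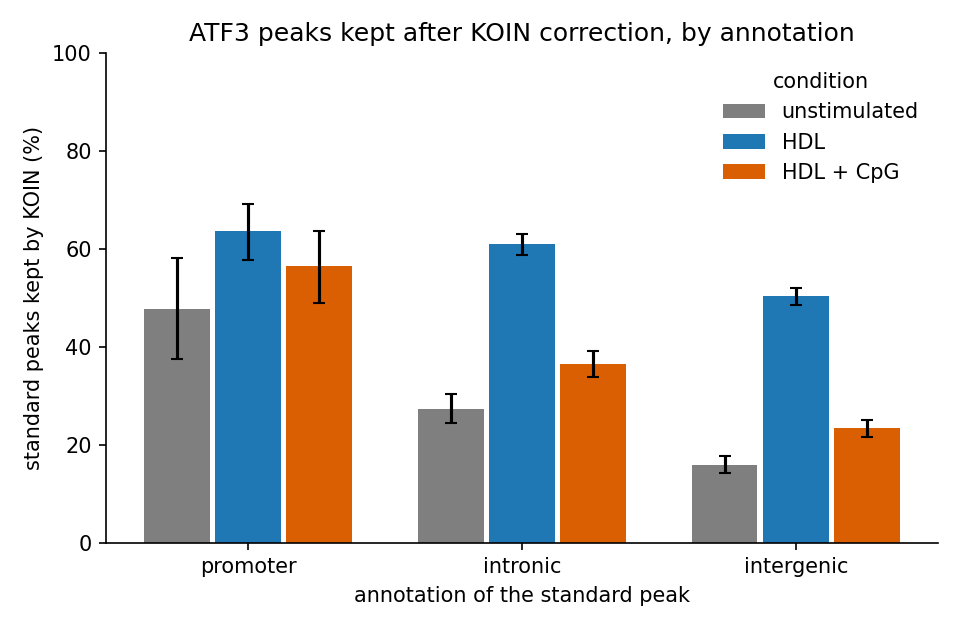
Share of standard ATF3 peaks (%) that a KOIN-corrected peak overlapped, for promoter, intronic and intergenic peaks in unstimulated, HDL and HDL + CpG macrophages. Error bars are Wilson 95% intervals of counting error. Promoters stand highest and intergenic peaks lowest in each condition, and the classes lie closest together with HDL.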

**Figure 2.**
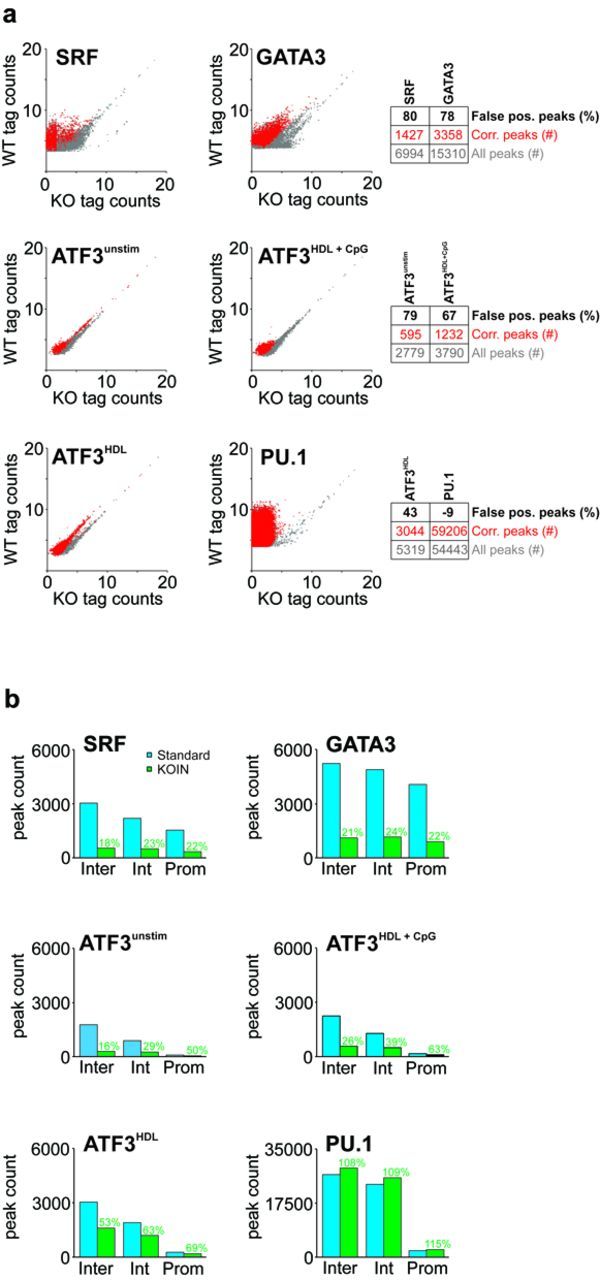
Global TF-binding distributions in independent ChIP-seq experiments reveal distinct false-positive signals. **(a)** Normalized ChIP-seq tag counts (log_2_ scale) for PU.1, SRF, GATA3 and ATF3 (under indicated stimulatory conditions) of uncorrected data derived from WT samples are plotted against tag counts derived from TF-KO samples (gray dots). Remaining peaks after KOIN-correction are overlaid (red dots). To avoid overlaps of a high fraction of data points Jitter was added. Numbers of total peaks, KOIN-corrected peaks and the false-positive peak rate (in percent) are presented as a table next to the dot plots. **(b)** Peak counts at promoter (Prom), intronic (Int) and intergenic (Inter) genomic regions are compared before (blue) and after (green) KOIN correction. Percentages of remaining peak numbers after correction (true positives) are included (green).

To ensure that the number of false-positive peaks is not related to mapping quality as defined by the ratio of unique to multi-mappable reads (21), we determined the fraction of unique mapping reads for all six data sets and plotted them against the number of reads per position (Supplementary Figure S2a). First, concerning multi-mappable reads there was no difference between any of the corresponding WT and KO data sets. Second, no obvious pattern was revealed for false-positive rate and mapping quality, particularly with PU.1 and GATA3 showing similarly high fractions of uniquely mapping reads while showing rather different false-positive rates. Therefore, we kept multi-mappable reads for further analysis following previous approaches (21).

We next combined the peak caller SICER (16) with KOIN to see whether we could further improve our results obtained when using MACS as the primary peak caller. SICER revealed up to 90% of the peaks identified by MACS in uncorrected data with SRF showing the lowest overlap (Supplementary Figure S2b). Although the overlap between MACS and SICER was improved after KOIN-correction for the SRF data set, it still scored lowest in comparison to all other data sets. Overall, MACS seemed to outperform SICER, at least for the data sets analysed here.

### Global visualization further illustrates the loss of false-positive peaks

While the data presented in Figure 2 depict the overall numbers of corrected peaks and their relation to tag counts, we next wanted to visualize the correction in relation to the respective peak center. Using the ATF3 data set (HDL + CpG) as an example, peak-centered tag count heatmaps of data before (standard method) and after KOIN-correction clearly illustrate that false-positive peaks are completely eliminated (Figure 3a). Moreover, signals appearing more distant from the major peak signals in both WT and KO samples are also removed from the data. Similarly, even in a data set with high specificity like the PU.1 data set, the KOIN method depleted all false-positive signals (Figure 3b). 

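With HDL + CpG, the strongest retained peak by tags lay 251 kb from Fat1 (chromosome 8, 45783847 to 45784689), with 124 WT and 8.63 KO tags, a WT/KO of 14.4 (10.5 to 20.2). Peaks 158 kb from Creb1 (2.88, 1.95 to 4.35) and 180 kb from the transcription factor gene Klf7 (4.2, 2.74 to 6.63) were retained as well. Among removed peaks, one in intron 8 of Apool, 35.8 kb from the start site of Satl1, had 96.4 WT and 85.0 KO tags, a ratio of 1.13 (0.991 to 1.30), and one 22.5 kb from H2-M10.4 a ratio of 0.976 (0.876 to 1.09). The 1127 kept standard peaks had a median of 10.7 WT and 3.37 KO tags. The 2663 removed peaks had a nearly equal WT median of 10.5 tags, with 9.05 tags in KO. Their WT/KO had a median of 1.12 (interquartile range 0.931 to 1.49), and 936 of them had more tags in KO than in WT. Of the removed peaks, 186 (6.98%, Wilson 95% interval 6.08 to 8.02) still reached a ratio of 2, as did 296 of the removed peaks in unstimulated cells (13.4%) and 626 with HDL (26.1%). In an exact binomial test of the reads with Benjamini-Hochberg adjustment, 1118 of 1127 kept and 433 of 2663 removed peaks had more WT than KO reads, 183 of the latter at a ratio of 2 or more. Kept peaks had passed the authors' 2-fold filter on the same libraries, so their result was largely set in advance. Standard peaks were called on the WT library alone, and the test does not allow for that choice. Of 200 simulated 2-fold changes among the 3790 peaks this test found 48.0%, and of 3-fold changes 90.0%. In the data 1551 of the 3790 peaks had more WT reads, so the adjustment was stricter in the simulation. These shares are thus not those the test would find in the data, where 183 of 186 removed peaks at a ratio of 2 were called. A removed peak without a call can still differ by 2-fold.

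**Figure D2:**
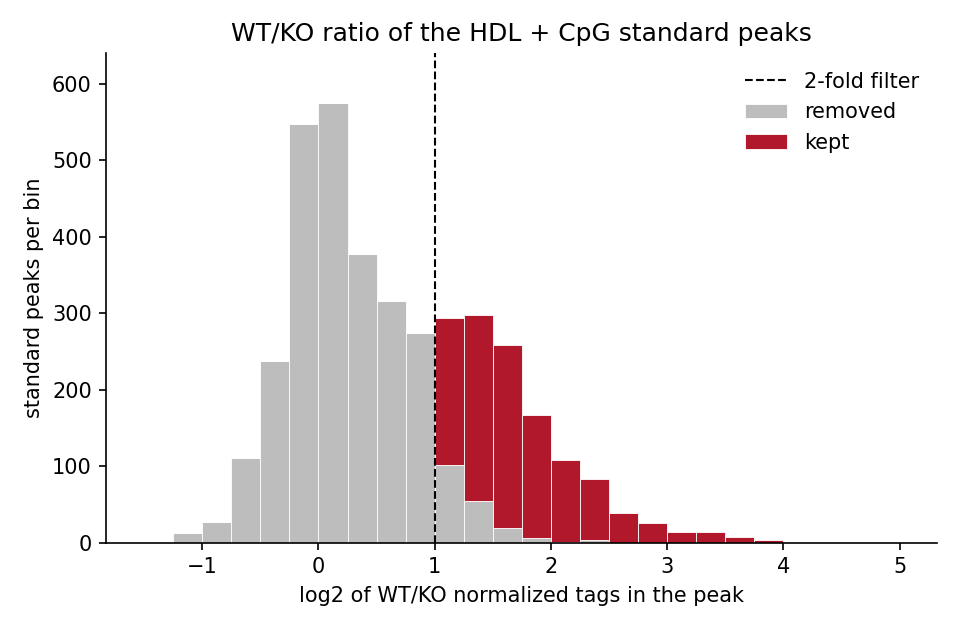
Number of standard ATF3 peaks with HDL + CpG by the log2 of their WT/KO tag ratio, stacked as removed (2663) and kept (1126 drawn). The dashed line marks the 2-fold ratio, and 1 kept peak with no KO tags is not drawn. Removed peaks centre near an equal ratio. No kept peak lies to the left of the line, which the authors' 2-fold filter had largely set in advance.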

We further validated the KOIN algorithm by comparing our results with a previously published data set using the same anti-ATF3 antibody (GSE36104) (6). Using the CD36 and the CDK8 loci as examples (Figure 3c), ATF3 peaks were called for both loci in both experiments, yet only the peak in the CD36 locus seems to be ATF3-specific since both ATF3 KO and WT samples showed peaks in the CDK8 locus. 

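The Cd36 peak was kept in all 3 conditions, and the high peak in Cdk8 was removed in all 3. Cd36 encodes a scavenger receptor for oxidized lipoproteins and fatty acids, and Cdk8 a kinase of the Mediator complex. The Cd36 peak lies in intron 1 of 15 on chromosome 5 of mm9, from 17385327 to 17386409 with HDL + CpG, 8.91 kb from the transcriptional start site. It had 23.1 WT and 6.32 KO tags (114 and 30 reads), a WT/KO of 3.65 (2.42 to 5.65). In unstimulated cells the ratio was 2.90 (1.71 to 4.98) and with HDL 3.04 (2.02 to 4.62). WT reads exceeded KO reads at an adjusted p of 2.98e-10 with HDL + CpG, 1.03e-07 with HDL and 1.69e-04 in unstimulated cells (exact binomial test). An AP-1 sequence, TGAGTCA, lies at 17385940 to 17385946, 75 bp from the centre of the HDL + CpG peak. In the reference it reads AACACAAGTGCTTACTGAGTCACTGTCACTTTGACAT with 15 bp on each side. Other standard peaks assigned to Cd36, at other sites, were removed. On the other side of the start site, 1 lay 9.02 kb upstream in unstimulated cells (from 17403434, ratio 1.17, 0.764 to 1.77). With HDL, peaks were removed 8.90 kb upstream (from 17403253, ratio 1.29, 0.875 to 1.90) and at 3.78 kb (from 17345159, ratio 2.44, 1.55 to 3.88). The Cdk8 peak lies in intron 2 of 12, from 147072211 to 147073064 on the same chromosome with HDL + CpG, on a large-subunit rRNA repeat. It had 69.5 WT and 72.4 KO tags there, a ratio of 0.96 (0.825 to 1.12). The ratio was 1.10 (0.951 to 1.27) in unstimulated cells and 1.21 (1.04 to 1.41) with HDL. Its scores were 618, 605 and 856 in unstimulated, HDL and HDL + CpG cells. Those of the kept Cd36 peak in the same lists were lower, at 56.8, 89.8 and 122. No AP-1 or CRE sequence (TGASTCA, where S is C or G, TGACGTCA or TGATGCAA) lies within the HDL + CpG peak of Cdk8. A separate small peak in intron 4 of Cdk8, on a (CA)n repeat, was kept with HDL, with 17 WT and 9 KO reads and a ratio of 3.29 (1.39 to 8.38).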

In summary, visualization of KOIN-corrected positions demonstrated the successful exclusion of false-positive signals even beyond the major peak positions.

**Figure 3.**
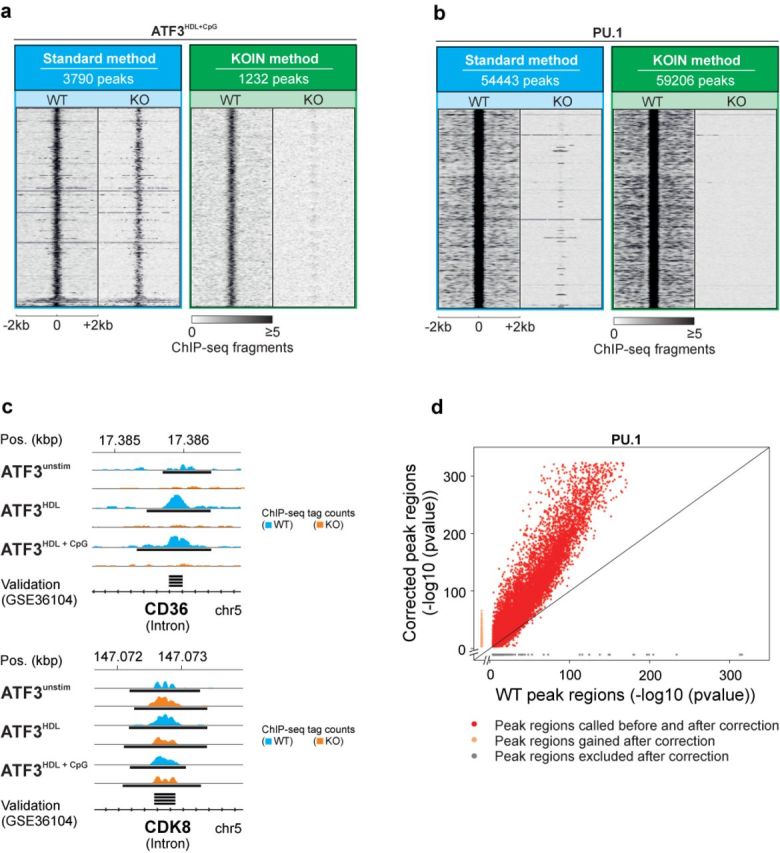
Global visualization of data set-specific effects on peak calling before and after KOIN correction. Heatmaps of normalized ChIP-seq tag counts centered at peak midpoints depicted for ± 2-kb windows for **(a)** ATF3 under the stimulatory influence of HDL and CpG as well as **(b)** PU.1 visualized for WT and KO samples separately before and after KOIN correction. A 10-bp sliding window was used to calculate tag densities and resulting numbers were normalized to 10^7^ total tag counts. **(c)** Representative ChIP-seq reads in the introns of true and false-positive ATF3-binding sites. Black bars indicate significant peaks identified by MACS with *P*-values ≤ 10^−4^. An independently generated ATF3 data set (6) was used to visualize peaks called significant (black bars) in the previous study performed without the use of KO samples. **(d)** Peak *P*-values before and after KOIN correction. MACS peak *P*-values for WT PU.1 enriched positions (x-axis, -log10 (*P*-value)) are plotted against the *P*-values for corresponding KOIN-corrected peaks (y-axis, -log10 (*P*-value)); red, significantly called peaks belonging to the WT- and KOIN-corrected data sets; gray, false-positive peaks lost after KOIN correction; orange, peaks exclusively called after applying KOIN correction.

### Improved signal-to-noise-ratios can increase the number of peaks after KOIN

Surprisingly, we identified increased peak counts (+9%) in the PU.1 data set after applying the KOIN algorithm (Figures 2a and b and 3b). In sum, 6037 new peaks were called (Figure 3d, orange dots). Since KOIN also reduces background signals, the threshold for peak calling is further lowered. For data sets such as PU.1, characterized by a very low false positive rate, elimination of the small remaining background signals will lead to the identification of significantly enriched sites with low tag counts. With the elimination of only a low rate of false-positive peaks and the additional calling of peaks due to a changed threshold for peak calling, the number of positive peaks called by KOIN can actually exceed the number of peaks called by the standard method. At the same time, reduced background levels also increase the peak calling *P-*values as demonstrated by the shift of data points to the upper left corner of the diagram (Figure 3d, red dots). In conclusion, KOIN leads to a noise reduction and supports an optimized data analysis even for antibodies with high specificity, as exemplified for PU.1.

### KOIN eliminates ‘hyper-ChIPable regions’

Another class of false-positive peaks known as ‘hyper-ChIPable regions’ have recently been discovered in yeast and are likely to occur in other species (9). These euchromatic loci are highly expressed in yeast and defined by a high enrichment of various unrelated DNA-binding proteins, strong RNA polymerase II binding, hypersensitivity to DNAse I cleavage and enrichment for certain histone modification marks (9). We focused on loci with the highest normalized ChIP-seq tag counts in at least two of our data sets and correlated them to the above-mentioned criteria using ENCODE resources (see material and methods). Indeed, we detected up to 18 ‘hyper-ChIPable regions’ in our data sets (Figure 4, Supplementary Table S2). However, more importantly, after KOIN-correction these regions were eliminated from the data set and the top 25 ranked peaks in the KOIN-corrected data did not fit the criteria of a ‘hyper-ChIPable region’ (Supplementary Table S3). These data indicate that our approach also accounts for and corrects false-positive peaks from ‘hyper-ChIPable regions’.

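Among the highest ATF3 tag counts were those of a satellite block near Lrrc4c and of satellites near 1700012B15Rik, near 4933422A05Rik and within Chl1, and Rn45s, the 45S ribosomal RNA precursor, also carried a high peak. The Lrrc4c block (chromosome 2, 98501895 to 98508032, major satellite) holds the peak with the most WT tags in each list, 336565 in unstimulated cells, 359992 with HDL and 346544 with HDL + CpG. Its WT/KO over both peaks was 1.10, 0.969 and 0.967. The region near 1700012B15Rik followed with 45820, 49210 and 48210 WT tags. The 4933422A05Rik site (chromosome 9, 35112258 to 35113728) had ratios of 1.11, 0.966 and 0.976, and the Chl1 site (chromosome 6, 103598529 to 103599741) ratios of 0.919, 0.934 and 0.938. Rn45s (chromosome 17, 39979446 to 39986288) had 2941 WT and 2272 KO tags in unstimulated cells, and ratios of 1.29, 1.23 and 1.19. The 84 entries marked as hyper-ChIPable in Table S2 merge into 18 regions, 15 of them on satellites. All 18 carried a standard ATF3 peak in each of the 3 conditions, 19 peaks per list. These peaks took 5.79% of WT and 5.26% of KO reads in unstimulated cells, 6.22% and 6.44% with HDL, and 6.09% and 6.30% with HDL + CpG.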

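At the 18 regions, which include Rn45s, a site near Ly6c2 and satellites near Pak3 and in Cdk5rap2, no KOIN-corrected ATF3 peak was left in any condition. The Ly6c2 region on chromosome 15 had WT/KO ratios of 1.03, 1.00 and 0.958 in unstimulated, HDL and HDL + CpG cells, and that near Pak3 on chromosome X ratios of 0.943, 0.982 and 0.971. Over the 19 peaks the median ratio was 1.12 unstimulated (range 0.755 to 1.31), 0.982 with HDL (0.834 to 1.41) and 0.975 with HDL + CpG (0.938 to 1.55). None of the peaks reached a ratio of 2 in any condition. After correction with HDL + CpG, the 25 peaks of Table S3 included sites near Fat1, G530011O06Rik, Ptafr, the receptor gene of platelet-activating factor (2.31, 1.60 to 3.39), and Mef2c (4.02, 2.62 to 6.36), with tag counts up to 124 in WT. From the loss of these regions, and from top-ranked corrected peaks that do not meet the criteria, the paper proposes that its approach also corrects false-positive peaks of hyper-ChIPable regions.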

**Figure 4.**
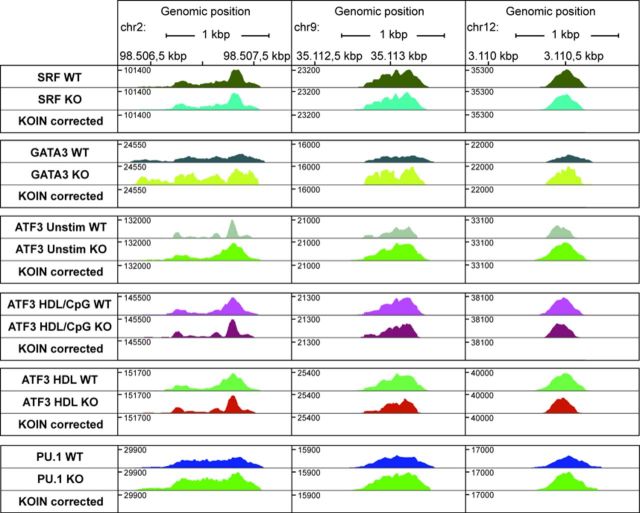
‘Hyper-ChIPable regions’ show extremely high ChIP-seq enrichments for all data sets. Three exemplary positions at ‘hyper-ChIPable regions’ were chosen for six ChIP-seq TF data sets (SRF, GATA3, PU.1 and ATF3 generated under different stimulatory conditions). Corresponding ChIP-seq profiles for WT and KO samples are depicted in different colors. In KOIN-corrected data sets, ‘hyper-ChIPable regions’ with corresponding tags are absent.

### KOIN enriches for peaks with binding motifs for the respective transcription factor

Next, we were interested if our approach had an impact on model building for TF-binding motifs as a complementary approach to evaluate peak calling specificity (4). We determined motif *P*-values, fractions of peaks with the respective motif and their changes between uncorrected WT, KO and KOIN-corrected data sets.

We identified highly enriched binding motifs for SRF, PU.1, GATA3 and ATF3 (Figure 5) for uncorrected and KOIN-corrected data using HOMER. Positive peaks for the top 10 TF-binding motifs were ranked according to motif *P*-values (after KOIN-correction, heatmap, from white to red) and the percentage of positive peaks for each of the motifs before (green) and after (blue) KOIN-correction were plotted. Due to the high specificity of the PU.1 data set, the percentages of peaks positive for TF-binding motifs remained unchanged (Figure 5). In contrast, we observed a profound relative increase in the corrected peaks for the SRF-binding motif (from 15 to 45% for SRF motif) with the lowest *P*-value in comparison to the nonspecific TF motifs and we observed the same trend for GATA3 and ATF3 (Figure 5). Moreover, when comparing all peaks called by MACS with those called by MACS and SICER neither the uncorrected nor the KOIN-corrected data sets showed a significant difference (Supplementary Figure S3a). Similarly, in five data sets the motif *P*-value (after KOIN-correction) for the main motif was lower in all peaks called by MACS versus those called by MACS and SICER (Supplementary Figure S3b), further suggesting that the peaks called by MACS followed by KOIN-correction truly reflect the global binding map of the respective TF. 

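AP-1 sequences were found at kept ATF3 peaks near Mcl1, Socs1, Zfp36 and Abcg1. Socs1, a suppressor of cytokine signalling, had such a peak 30.8 kb from its start site with HDL (5.55, 3.54 to 9.00), Zfp36, which encodes a protein that destabilizes cytokine mRNAs, at 3.88 kb (4.96, 3.28 to 7.66), and the cholesterol exporter gene Abcg1 at 19.1 kb (2.94, 1.82 to 4.83). The share of peaks with TGASTCA, TGACGTCA or TGATGCAA within 100 bp of the peak centre was 11.4% (Wilson 95% interval 10.3 to 12.7) of standard and 30.4% (26.9 to 34.2) of KOIN-corrected peaks in unstimulated cells. With HDL it went from 19.7% (18.6 to 20.8) to 25.6% (24.0 to 27.1), and with HDL + CpG from 18.5% (17.3 to 19.8) to 41.0% (38.3 to 43.8). Windows shifted by 1000 bp held these sequences at 4.38% of KOIN-corrected HDL + CpG peaks. The palindromic AP-1 site TGASTCA alone was at 26.1% of KOIN-corrected peaks unstimulated, 21.5% with HDL and 37.5% with HDL + CpG. Exact matches were counted here, in place of the position weight matrices of HOMER, so the shares are not those of Figure 5.

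**Figure D3:**
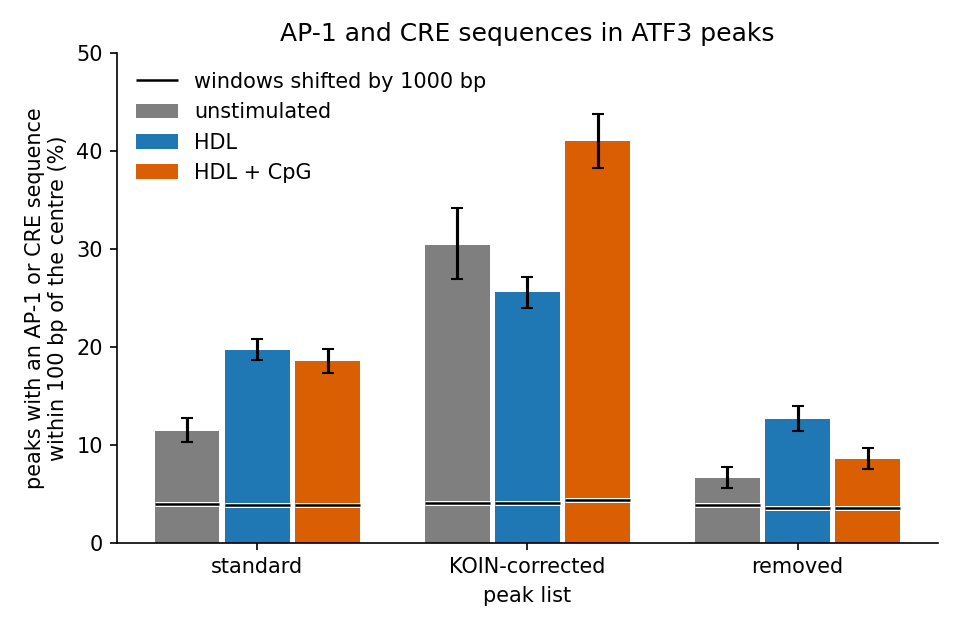
Share of ATF3 peaks (%) with TGASTCA, TGACGTCA or TGATGCAA within 100 bp of the peak centre, for standard, KOIN-corrected and removed peaks in the 3 conditions. Error bars are Wilson 95% intervals, and black lines mark the share in windows shifted by 1000 bp. KOIN-corrected peaks stand above standard peaks and removed peaks below them in each condition, with the smallest distance with HDL.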

Motif enrichment analysis was also performed independently for KO data sets only (Supplementary Figure S4a). We observed an absence of the main motif in each data set, whereas other TF motifs were enriched with only low significance, indicating putative false positively called binding motifs. To further validate our motif-binding predictions, we compared the ratios of the top five enriched and independently called binding motifs for WT and KO data sets (Supplementary Figure S4b). In the SRF and PU.1 data sets, the main motifs were enriched. Due to the high similarity in the core binding sequence, not only GATA3 but also motifs for the whole GATA TF family were enriched in the GATA3 data set. Similar observations were made for the ATF3 data sets, in which the Jun-AP1 motif showed the highest enrichment ratios besides AP-1 or BACH2 for WT against KO data sets.

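KOIN-corrected peaks carried the AP-1 site TGASTCA more often than removed peaks in each condition, and the CRE TGACGTCA and the CRE-like TGATGCAA were rarer. One of the few kept peaks with a CRE lay in exon 4 of Csf2ra with HDL (2.86, 2.06 to 3.99), and one with TGATGCAA 9.87 kb from the interleukin gene Il12b with HDL + CpG (2.77, 1.75 to 4.51). Sites with TGASTCA included one 10.2 kb from Il1a with HDL + CpG (2.60, 1.71 to 4.07) and one 6.31 kb from the phosphatase gene Dusp1 with HDL (3.40, 2.33 to 5.03). The odds of TGASTCA within 100 bp of the centre, KOIN-corrected against removed peaks, were 6.52 times as high in unstimulated cells (p = 8.08e-44, Fisher's exact test), 2.42 with HDL (p = 4.98e-30, Fisher's exact test) and 7.64 with HDL + CpG (p = 3.38e-113, Fisher's exact test). For TGACGTCA the odds ratios were 9.33 (p = 0.00611), 2.46 (p = 0.0111) and 5.48 (p = 1.67e-05, all by Fisher's exact test), from 5, 31 and 20 KOIN-corrected peaks with the sequence. For TGATGCAA they were 3.06 (p = 2.96e-05), 1.47 (p = 0.0208) and 3.05 (p = 2.24e-06, all by Fisher's exact test). Within 50 bp of the centre the differences for TGACGTCA did not pass in unstimulated cells (odds ratio 1.85, p = 0.512, Fisher's exact test) or with HDL (odds ratio 1.98, p = 0.188, Fisher's exact test). These counts set WT peaks that were kept against those that were removed. Peaks called in KO libraries alone were not analysed here.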

**Figure 5.**
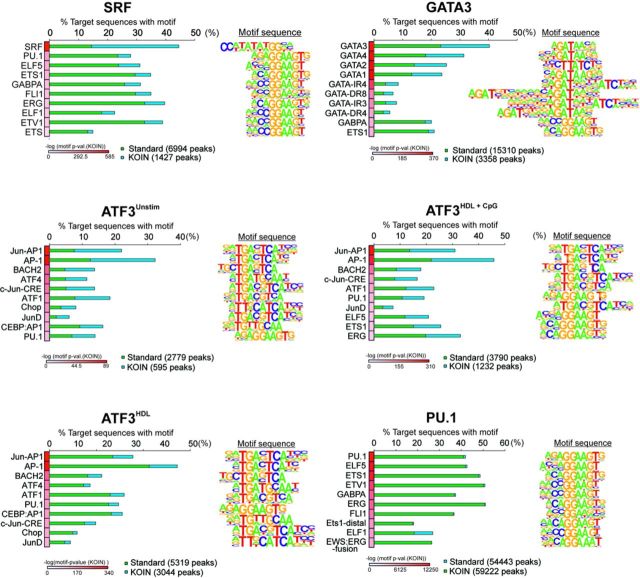
Impact of KOIN-correction on TF motif analysis. Top 10 significantly enriched TF-binding motifs in sequence elements found at SRF, PU.1, GATA3 and ATF3 binding sites were sorted according to their *P*-values after KOIN correction. The respective percentage of target sequences with corresponding motif are illustrated with (blue) or without (green) KOIN correction as horizontal aligned bar plots. Positional weight matrix (PWM) motif sequences are plotted at the right side of the corresponding motif. Corresponding *P-*values for each motif are plotted as heatmaps.

Taken together, these results suggest that false-positive peaks in the uncorrected data set can dilute the specific signal, and removal of these incorrect peaks provides an increase in percentage of peaks carrying the respective motif. Additionally, false-positive peaks can highly contribute to enrichment of binding motifs of unrelated TFs (Supplementary Figure S5).

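Removed ATF3 peaks near Ly6c2 and Tmem125 and in the 3' UTR of Lars2 held none of the 3 AP-1 and CRE sequences anywhere within the peak. Of all removed peaks, 6.58% (Wilson 95% interval 5.62 to 7.69) had one within 100 bp of the centre in unstimulated cells, 12.6% (11.4 to 14.0) with HDL and 8.56% (7.56 to 9.69) with HDL + CpG. In windows shifted by 1000 bp the share was 3.57% for removed HDL + CpG peaks. KOIN-corrected peaks had higher odds of carrying such a sequence than removed ones, 6.21 times in unstimulated cells (p = 2.18e-48, Fisher's exact test), 2.38 times with HDL (p = 1.61e-33, Fisher's exact test) and 7.42 times with HDL + CpG (p = 6.37e-120, Fisher's exact test). Among removed HDL + CpG peaks with a WT/KO of at least 2, 27.4% (21.5 to 34.2) carried one, and among those under 2, 7.15% (6.20 to 8.23). With HDL these shares were 16.0% and 11.4%, and in unstimulated cells 13.2% and 5.55%. Satellites and simple repeats made up 32.2% of removed peaks in unstimulated cells, 22.5% with HDL and 30.7% with HDL + CpG, against 18.6%, 22.6% and 1.51% of kept peaks. From the higher shares after correction, the paper proposes that false-positive peaks dilute the specific signal, and that their removal raises the percentage of peaks with the motif.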

### KOIN improves biological interpretation of ChIP-seq data

To illustrate the impact of reducing false-positive results via KOIN on biological interpretation of ChIP-seq data, we performed Gene Ontology Enrichment Analysis (GOEA) based on SRF TF peaks near the transcriptional start site (±1 kb away from TSS) and inside gene loci followed by network visualization of enriched GO-terms using BiNGO and EnrichmentMap (Figure 6a). This analysis revealed a profound reduction in the number of biological processes associated with the remaining gene loci in the KOIN-corrected data set. Out of the 13 major and 9 minor subnetworks of GO-terms, two major subnetworks (s7, s12) and 10 minor subnetworks (s14, s15, s17,s 19, s21-s26) were completely lost in the KOIN-corrected data set. While there is clear evidence for an involvement of SRF in those biological processes that remained in the KOIN-corrected data (12,22), there is no evidence for those processes that were eliminated by KOIN further suggesting that KOIN is indeed removing false-positive signals.

**Figure 6.**
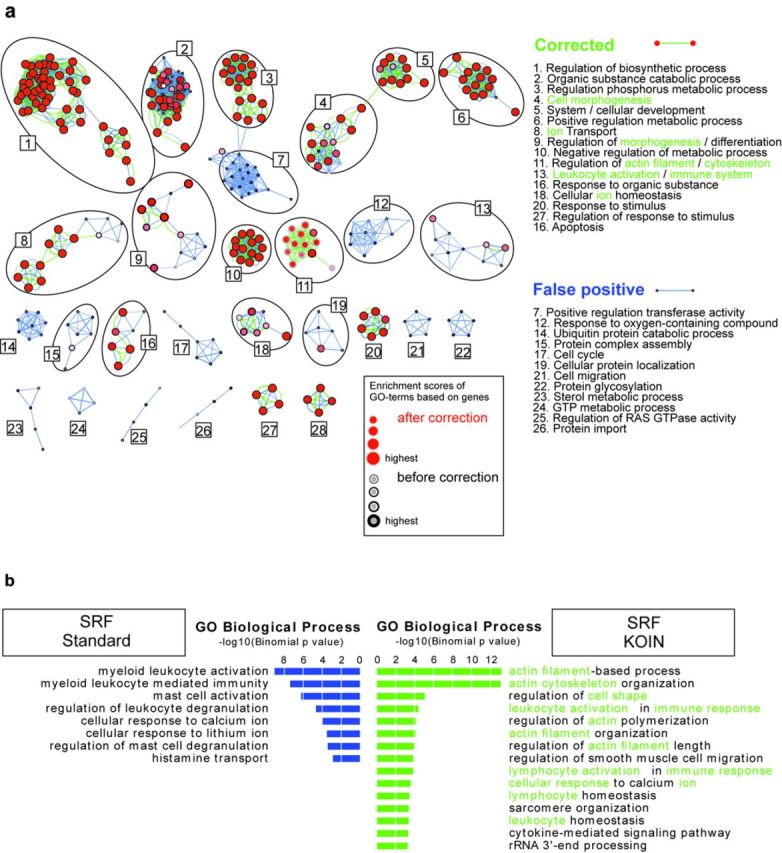
KOIN correction significantly changes GO-term enrichment analysis. **(a)** Network visualization of Gene Ontology Enrichment Analysis for genes with SRF protein binding signals located 1 kb up- and downstream from their TSS are visualized for 1510 genes before (black node borders: GO-terms, blue edges: GO-term relations) and 327 genes after the correction process (red nodes: GO-terms, green edges: GO-term relations). GO-terms correlating to genes remaining after correction procedure are depicted as red nodes with black borders. The binomial FDR corrected *P*-value cutoff was set to <0.001. Analysis was performed with Cytoscape and the two plugins BiNGO and Enrichment Map. **(b)** SRF ChIP-seq signals in *cis*-regulatory and noncoding genomic regions were analysed with the GREAT tool to determine biological relevance of ChIP-Seq-binding patterns. Enriched GO-terms passed threshold for FDR corrected *P*-values set to 0.05 with both binomial and hypergeometric tests. Depicted are the binomial *P*-values (-log10 (*P*-value)) of enriched GO-terms with (green) or without (blue) KOIN correction. Commonly found KOIN-corrected GO-terms in (a) and (b) are highlighted in green letters.

To extend this analysis to noncoding regulatory regions, we applied Genomic Regions Enrichment of Annotations Tool (GREAT) (20) that correlates ChIP-seq signals additionally in noncoding regulatory regions to corresponding genes followed by GO enrichment analysis (Figure 6b). Biological functions are predicted by GREAT on proximal and distal regulatory regions including a stringent filtering with hypergeometric and binomial statistical models. Consistent with the findings for the SRF TF peaks only in proximity to the TSS (Figure 6a), the KOIN-corrected data revealed an enrichment of GO-terms related to known functions of SRF, for example, actin cytoskeleton dependent processes (23) and leukocyte activation in immune response (12) (Figure 6b). Both processes were identified by these two independent bioinformatics approaches to associate GO-defined biological processes with SRF-binding sites in the genome. At the same time, GO-terms such as ‘mast cell activation’, a process SFR has not been linked to, were eliminated after KOIN-correction. We also evaluated whether peaks called by MACS and SICER would further improve biological interpretation of the data in comparison to analysis including all peaks called only by MACS (Supplementary Figure S6a and b). However, this was not the case. Together these results illustrate that uncorrected ChIP-seq data sets most likely overestimate the enrichment of certain GO-terms and biological processes. The enrichment of GO-terms associated with known functions of SRF in the corrected data set further indicates that the KOIN method sharpens the downstream analysis of ChIP-seq data sets.

## DISCUSSION

Here, we introduce KOIN, a novel approach to increase specificity and signal-to-noise ratio in ChIP-seq data, which at the same time removes false-positive signals derived from ‘hyper-ChIPable regions’ (9). KOIN involves a data normalization step utilizing ChIP-seq data derived from KO samples of the respective TF. KO data sets are the optimal technical control for ChIP-seq experiments, since sheared chromatin is not processed like the target ChIP sample. Furthermore, KO data sets are less prone to overamplification of genomic loci during library construction prior enriched by IgG (3,4,24,25). We tested KOIN with six different ChIP-seq data sets and could recognize a significant reduction of false-positive signals in five out of six data sets. Intriguingly, for one data set (PU.1) with a very low false positive rate, KOIN even improved the recognition of specific peaks due to an improved signal-to-noise ratio. Removing false-positive peaks was also associated with a relative increase of sites with the primary TF-specific binding motif. Reasons for the identification of binding motifs for other TFs instead of the target TF could be caused by variations in TF-binding strength based on modifications of the motif sequence or participating co-factors. For example, weak TF-binding sequences need binding of secondary TFs for DNA binding of the main TF cooperatively resulting in a ChIP-seq peak signal (26). Moreover, as illustrated on the level of metadata analysis, removing false-positive peaks was critical for accurate biological interpretation of genome-wide mapping studies of TFs. In addition to MACS, we also tested the combination of KOIN with SICER, another peak caller for ChIP-seq data. In principle, the combination of SICER with KOIN also removed the large number of false-positive peak signals identified in our analysis. However, irrespective of the used MACS version, MACS performed better overall, particularly considering the downstream metadata analysis. When performing gene ontology enrichment analysis on uncorrected or KOIN-corrected data, a reduction of biological processes was apparent, particularly for those data sets with the largest number of false-positive peaks. As exemplified for the SRF data set, there was no random loss of GO-terms within the GOEA networks established by BINGO but rather a loss of complete subnetworks. This finding further supports the notion that KOIN is not randomly removing signals but rather specifically removes false-positive signals. KOIN-correction also increased the relative fraction of peaks with the primary binding motif for the TF under study. Moreover, these sites showed significantly lower *P-*values despite the reduced number of peaks further underlining specificity of these sites. Based on these findings, we postulate that the binding of TFs might actually be more specific for their primary binding motifs than previously suggested by analysis of WT data sets only. We also hypothesized that KOIN-correction would lead to an elimination of ‘hyper-ChIPable regions’. Indeed, of the 18 ‘hyper-ChIP-able regions’ identified in our WT data sets, we did not find any after KOIN-correction and this was even true for the pioneer TF PU.1. This was somewhat surprising, since it has been recently shown that chromatin accessibility is changed after knockout of pioneer TFs (27). A possible explanation for the removal of ‘hyper-ChIPable regions’ in data sets of knockout pioneer TFs like PU.1 might be compensatory mechanisms of other pioneer TFs, for example, FLI1 enabling the opening of chromatin (28). Hence, we propose that KOIN is a simple and systematic approach to remove such sites in future studies on other TFs. Furthermore, it will also be of great interest to examine whether current standard ChIP-seq approaches targeting novel TFs, chromatin regulators as well as the recently introduced ‘occupied regions of genomes from affinity-purified naturally isolated chromatin’ (ORGANIC) method (29) would also benefit from including KO samples into the analysis. A potential scenario for future studies defining the binding of as yet uncharacterized TFs to DNA might be that newly developed TF-specific antibodies are tested on native chromatin, for example, using ORGANIC profiling in both WT and TF-KO samples, to determine affinity, specificity, signal-to-noise ratio and ‘hyper-ChIPable regions’. Based on this analysis, recommendations for use of KO samples in further studies can then be provided. One limitation of such studies is the requirement for specific KO samples. However, due to the revolutionary developments in genetic engineering (30,31), the development of both mouse and human KO cells for this approach should present a challenge, not being an unsurmountable hurdle. The profoundly improved biological interpretation of the corrected data provides major impetus for such an effort.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: Optimization of transcription factor binding map accuracy utilizing knockout-mouse models
**Source:** Nucleic Acids Res. 2014 Nov 5;42(21):13051–60. doi: 10.1093/nar/gku1078
**Supplement:** SUPPLEMENTARY DATA

Optimization of transcription factor binding map accuracy utilizing knockout-mouse models — Optimization of transcription factor binding map accuracy utilizing knockout-mouse models — SUPPLEMENTARY DATA 

# Optimization of transcription factor binding map accuracy utilizing knockout-mouse models

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA

# Supplementary material for: Optimization of transcription factor binding map accuracy utilizing knockout-mouse models
**Source:** Nucleic Acids Res. 2014 Nov 5;42(21):13051–60. doi: 10.1093/nar/gku1078

## Supplementary Material

**Supplementary Figure 1.** Overview of KOIN workflow. Main steps necessary for the generation of false positive curated KOIN peak files are presented with optional steps for downstream data analysis.

**Supplementary Figure 2.** Mapping quality of ChIP-seq datasets and peak overlap of MACS and SICER called peaks with and without KOIN-correction. **(a)** The number of reads for each uniquely called genomic position in all six datasets is depicted for WT (black bars) and KO (white bars) dataset reads. Corresponding false positive rates determined with KOIN method are visualized in boxes in the top right corner of each bar plot. **(b)** Bar chart of percentages for validated MACS peaks with SICER program for standard and KOIN method.

**Supplementary Figure 3.** Comparison of peaks called by MACS versus peaks called by MACS and SICER. **(a)** Percentages of tags containing ATF3, GATA3, SRF and PU.1 motifs are depicted for called peaks by MACS (dark colored) or MACS/SICER (light colored) with KOIN (blue bars) or standard method (green bars) for all six datasets. **(b)** Binomial  $p$ -values for motif enrichments of KOIN called peaks by MACS (dark red) or MACS/SICER (light red) are plotted for all six datasets.

**Supplementary Figure 4.** Enrichment of TF binding motifs in knockout experiments and motif ratios for wildtype against knockout datasets. **(a)** Enrichment for specific motif PWMs was performed at KO peak sites. Percentages of target sequences with the corresponding top 10 motifs were ranked according to their enrichment  $p$ -values for six ChIP-seq datasets. Scales for  $p$ -values and percentages were used according to Figure 4. **(b)** Top 5 enriched motifs in WT (black bars) and KO (white bars) datasets were used to find corresponding motif counts in WT and KO peak files. Motif counts were then normalized to total peak counts and the ratio of WT against KO motif counts was depicted as fold change ratios. Motifs with high abundance in WT datasets show positive values, whereas motifs with higher normalized numbers in KO datasets possessed negative ratio values.

**Supplementary Figure 5.** Percentage and ranking of TF binding motifs at false positive and knockout sites. Input sequences for motif analysis were only taken from false positive peaks excluded during the KOIN-correction process. Percentages of target sequences with the corresponding motif are depicted for all six datasets and ranked according to their enrichment  $p$ -values. Top 10 enriched motifs are depicted with corresponding motif sequence. The same scale for  $p$ -value and percentage was chosen as in Figure 4.

**Supplementary Figure 6.** MACS peak calling optimizes biological downstream analysis in comparison to SICER. Gene ontology enrichment analysis was performed with GREAT tool for **(a)** ATF3<sup>unstim</sup> and **(b)** SRF dataset after calling common peaks with KOIN approach MACS/SICER (orange bars) or only with MACS (red bars) program resulting in  $p$ -values describing the significance of GO-term enrichment.

**Supplementary Table 1.** Number of peak counts for standard and KOIN method. Peak counts called during standard and KOIN method are displayed corresponding to their genomic locations in the datasets and the relative in- or decrease of peak numbers is listed accordingly.

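Table S1 counts the ATF3 peaks by HOMER's annotation of the peak centre, and all 48 of its ATF3 class counts equal those of the deposited lists. The smaller classes hold few peaks. Exons, such as exon 4 of Csf2ra, went from 11 to 2 peaks in unstimulated cells, from 31 to 16 with HDL and from 18 to 12 with HDL + CpG. Transcription termination sites (TTS) went from 13 to 4, 37 to 23 and 30 to 15 peaks. 3' UTRs, such as that of the tRNA ligase gene Lars2, whose peak was removed in unstimulated cells (1.60, 1.42 to 1.81), went from 14 to 2, 32 to 17 and 24 to 11. 5' UTRs held 4, 5 and 4 standard peaks and 2, 4 and 1 KOIN-corrected peaks. For exons the share kept has a Wilson 95% interval of 5.14 to 47.7% in unstimulated cells and of 43.8 to 83.7% with HDL + CpG. The small classes were not tested against intergenic peaks.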

**Supplementary Table 2.** "Hyper-ChIPable regions" found in different datasets after standard method peak calling. Every defined "hyper-ChIPable region" can be found in at least 2 out of 6 used datasets defined by extremely high tag numbers, verified by visual inspection with the UCSC genome browser.

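Table S2 lists 25 peaks with high tag counts in each of the 6 data sets before correction. Its ATF3 entries with HDL + CpG reach down to 268 WT tags and leave out the Tmem125 peak with 299. They are thus not the first 25 by WT tags. For ATF3, all 25 peaks of each condition were found in the deposited standard lists with equal WT tags. They include the satellite peaks near Lrrc4c and 1700012B15Rik (chromosome 12, 3109316 to 3110637 with HDL + CpG), as well as peaks at telomere-type repeats near Galnt5. The marks for a hyper-ChIPable region rest on browser tracks that were not used here. Of the 25 peaks, 12 were marked in unstimulated cells, 12 with HDL and 11 with HDL + CpG. The region on chromosome Y near Gm16501 is marked in the unstimulated and HDL entries and not in the HDL + CpG entry, where its peak had a WT/KO of 0.952 (0.90 to 1.01). The median ratio of the 25 peaks was 1.11 unstimulated, 0.982 with HDL and 0.971 with HDL + CpG. All 25 were removed in unstimulated cells and with HDL + CpG. With HDL, 6 of the 25 were kept, near Chst2 (3.80, 3.56 to 4.06), Galnt5, G530011O06Rik, 4930529K09Rik (2.91), Isl1 (2.78) and Gm3376 (2.66).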

**Supplementary Table 3.** The top 25 peaks called with KOIN method do not contain "hyper-ChIPable regions". Top 25 KOIN-corrected peaks with highest normalized peak counts do not show "hyper-ChIPable" criteria.

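Table S3 lists 25 KOIN-corrected peaks of each data set with high tag counts, and all 25 ATF3 entries of each condition were found in the deposited lists with equal WT tags. With HDL, 16 of the 25 lie on telomere-type repeats, (TTAGGG)n or (CCCTAA)n, among them peaks near Galnt5 (3.46, 3.25 to 3.69) and in intron 2 of Ppp1r9a (4.15, 3.80 to 4.54). In unstimulated cells 4 of the 25 do, such as that near 6030407O03Rik (2.06, 1.88 to 2.27), and 16 lie on a satellite or simple repeat of any kind. With HDL + CpG none of the 25 has such a repeat annotated at its centre, although the Fat1 site, also listed for unstimulated cells, is annotated there as (TTGGGG)n, and the list includes sites near Aurkb, a mitotic kinase (2.48, 1.89 to 3.27), and in intron 2 of Xdh, which encodes xanthine dehydrogenase (2.77, 1.95 to 4.00). The unstimulated entries reach down to 20.2 WT tags and leave out the G530011O06Rik promoter peak with 33.9, so they are not the first 25 by WT tags. The median WT/KO of the 25 peaks was 2.32 in unstimulated cells, 3.07 with HDL and 2.77 with HDL + CpG. The highest of them had 239, 1360 and 124 WT tags. The HDL peak with 1360 WT and 451 KO tags, 110 kb from G530011O06Rik (chromosome X, 166526634 to 166527655), was removed with HDL + CpG, where its ratio was 1.02 (0.973 to 1.06).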

```
# KOIN Pipeline (Linux commands)
#
# Created by Wolfgang Krebs, 02. September 2014
# LIMES Institute, University of Bonn, Germany
#
# Calculations were performed on a RedHat 64bit Linux environment.
# Options for corresponding programs might need to be adapted to fit to
# other datasets (program directories, reference genome, genome size, p-
# values...)
#
# General steps:
# 1. Alignment
# 2. Peak Calling (KOIN)
# 3. Optional data analysis
#
# For all described general steps other aligners or peak calling programs
# could be utilized, as long as the peak caller can use a KO dataset as
# background during calculations.
#
# Before usage: Exchange all path descriptions in <> with corresponding
# destinations.
#
# Linux commands are depicted in green
#
```

### ### 1. Alignment of ChIP-seq experiments with Bowtie

```
#
# In this first step, wildtype (WT) and knockout (KO) ChIP-seq experiments
# (e.g. in fastq format) are aligned to the reference genome of choice (e.g.
# mm9/mm10 for mouse datasets) and exported as sam files.
#
```

```
<bowtie_directory>/bowtie -t -q -e 70 -l 28 -n 2 --best --maxbts 125 -S
<reference_genome> -q <WT-ChIP-seq-file.fastq> <Aligned-WT-ChIP-seq-
file.sam>
```

```
<bowtie_directory>/bowtie -t -q -e 70 -l 28 -n 2 --best --maxbts 125 -S
<reference_genome> -q <KO-ChIP-seq-file.fastq> <Aligned-KO-ChIP-seq-
file.sam>
```

### ### 2. Peak Calling using MACS

```
#
# Knockout implemented normalization (KOIN) is performed during peak calling
# with MACS utilizing the WT dataset as treatment and the KO dataset as
# control resulting in false positive curated peak files in bed format.
#
```

```
<MACS_directory>/bin/macs -t <Aligned-WT-ChIP-seq-file.sam> -c <Aligned-KO-
ChIP-seq-file.sam> -n KOIN-corrected-peak-file -f SAM -g 1.87e9 -p 1e-4 -s
51 --bw 150 --on-auto
```

### ### 3. Filter out peaks with fold changes <2 for WT/KO tag signals

```
#
# To further increase specificity of called KOIN peaks, normalized tag
# counts in WT datasets were compared to KO counts for every peak position.
# Peak positions with fold changes <2 for WT/KO tag counts were
```

```
# excluded from downstream analysis. To perform this comparison HOMER  
# program was utilized.
```

```
#  
# First, HOMER required a specific format for ChIP-seq data. Following  
# command was used to convert .sam files into HOMER-tag-directories:  
#
```

```
<HOMER_directory>/bin/makeTagDirectory <WT-dataset-HOMER-tag-directory> -  
genome <reference_genome> <Aligned-WT-ChIP-seq-file.sam> -format sam
```

```
# Second, normalized ChIP-seq tag counts were counted for every KOIN  
# corrected peak site in WT and KO datasets.  
#
```

```
<HOMER_directory>/bin/annotatePeaks.pl <KOIN-corrected-peak-file.bed>  
<reference_genome> -size given -d <WT-dataset-HOMER-tag-directory> <KO-  
dataset-HOMER-tag-directory> -noann > <KOIN-corrected-peak-file-WTvsKO.txt>
```

```
# Third, peak sites with fold changes <2 for WT/KO tag counts were filtered  
# out using SPSS or comparable software.  
#
```

```
### 4. Optional example steps for downstream data analysis:
```

```
#  
# a. Annotation of Peak sites with HOMER:  
#  
# Find nearest transcriptional start sites of known genes for called peaks  
# and detailed information about position on the used reference genome.  
#
```

```
<HOMER_directory>/bin/annotatePeaks.pl <KOIN-corrected-peak-file.bed>  
<reference_genome> -size given > <Annotated-KOIN-corrected-peak-file.txt>
```

```
#  
# b. De novo motif enrichment for KOIN corrected peak sites with HOMER  
# program:  
#  
# Perform a de novo motif enrichment analysis with HOMER at 200bp regions  
# around KOIN corrected peaks to detected enriched DNA binding motifs.  
#
```

```
<HOMER_directory>/bin/findMotifsGenome.pl <KOIN-corrected-peak-file.bed>  
<reference_genome> <Motif_calculations_output_directory> -size 200
```

## Supplementary Figure 1

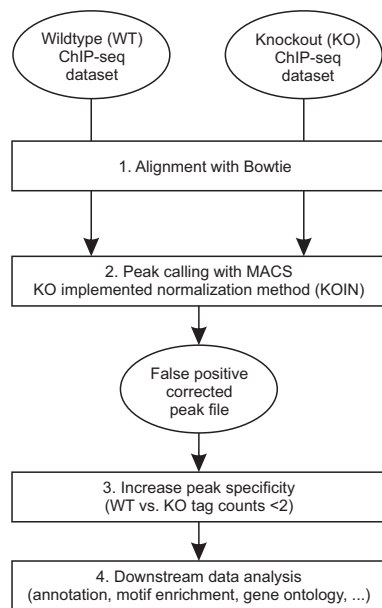

## Supplementary Figure 2

**a**

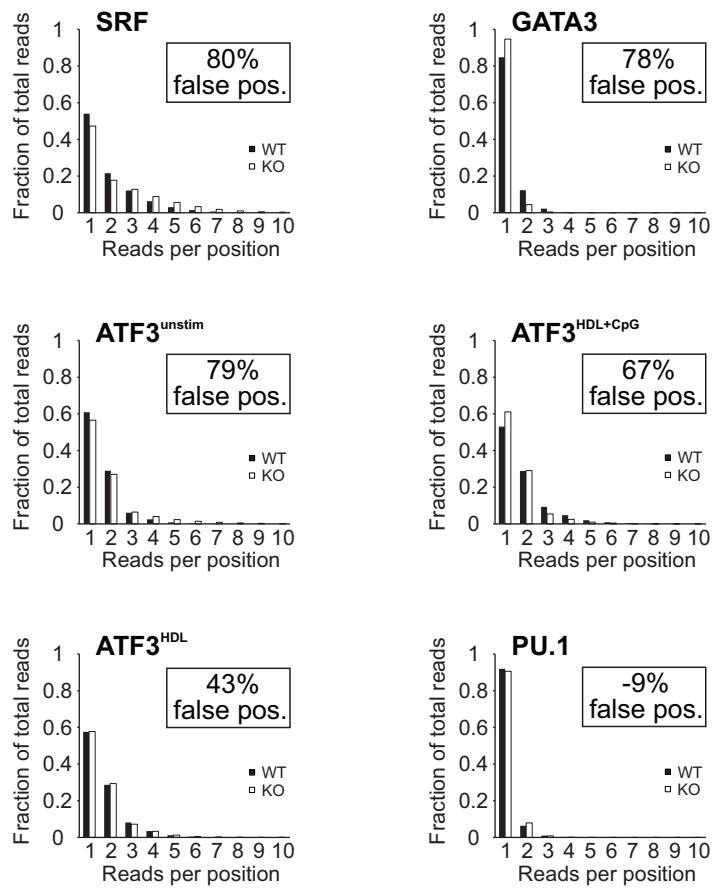

**b**

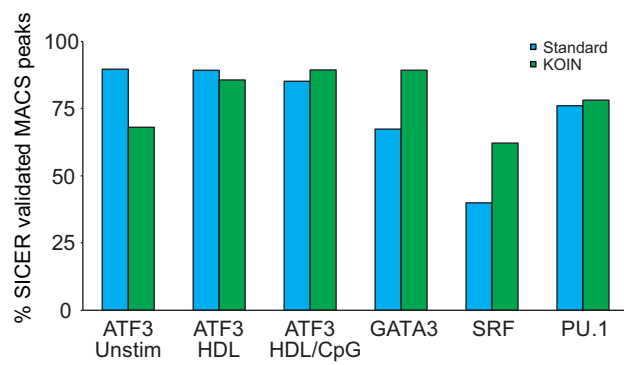

Supplementary Figure 3

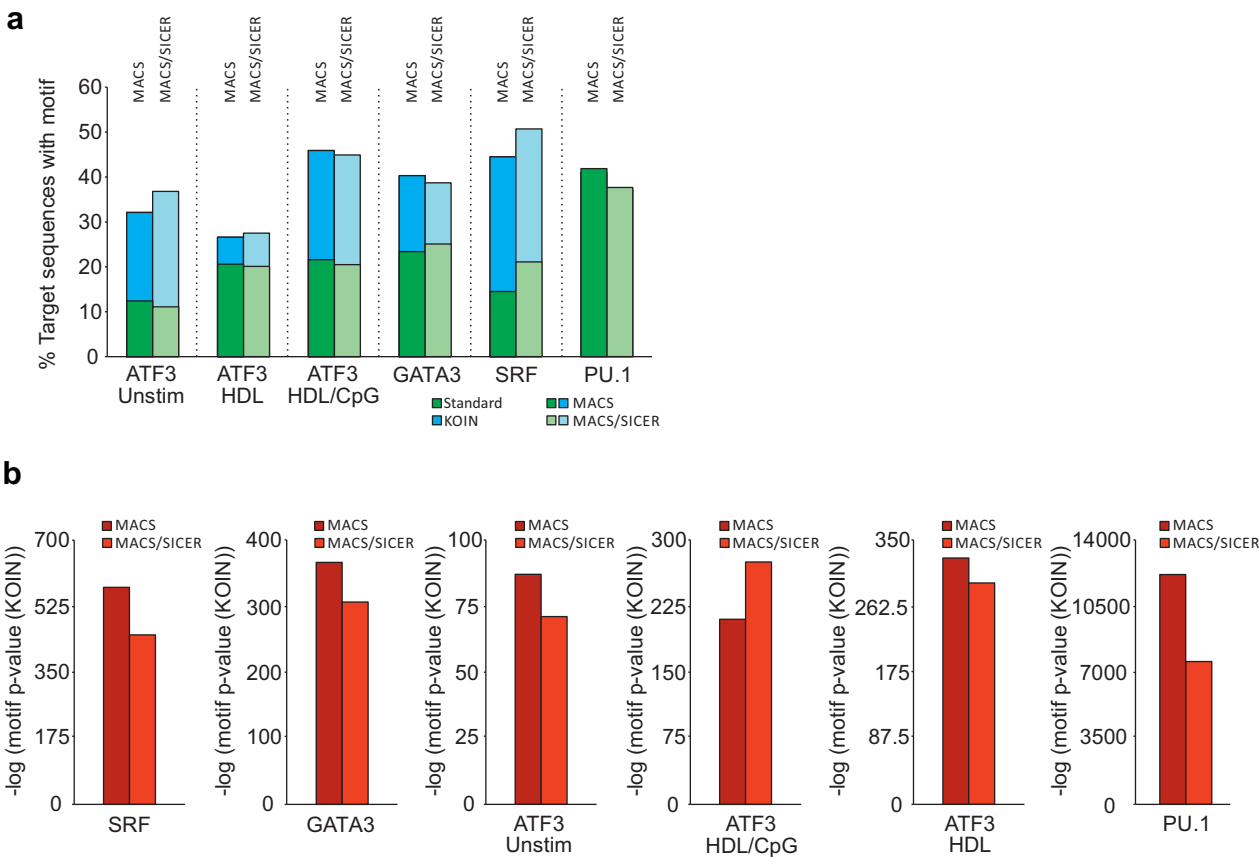

Supplementary Figure 4

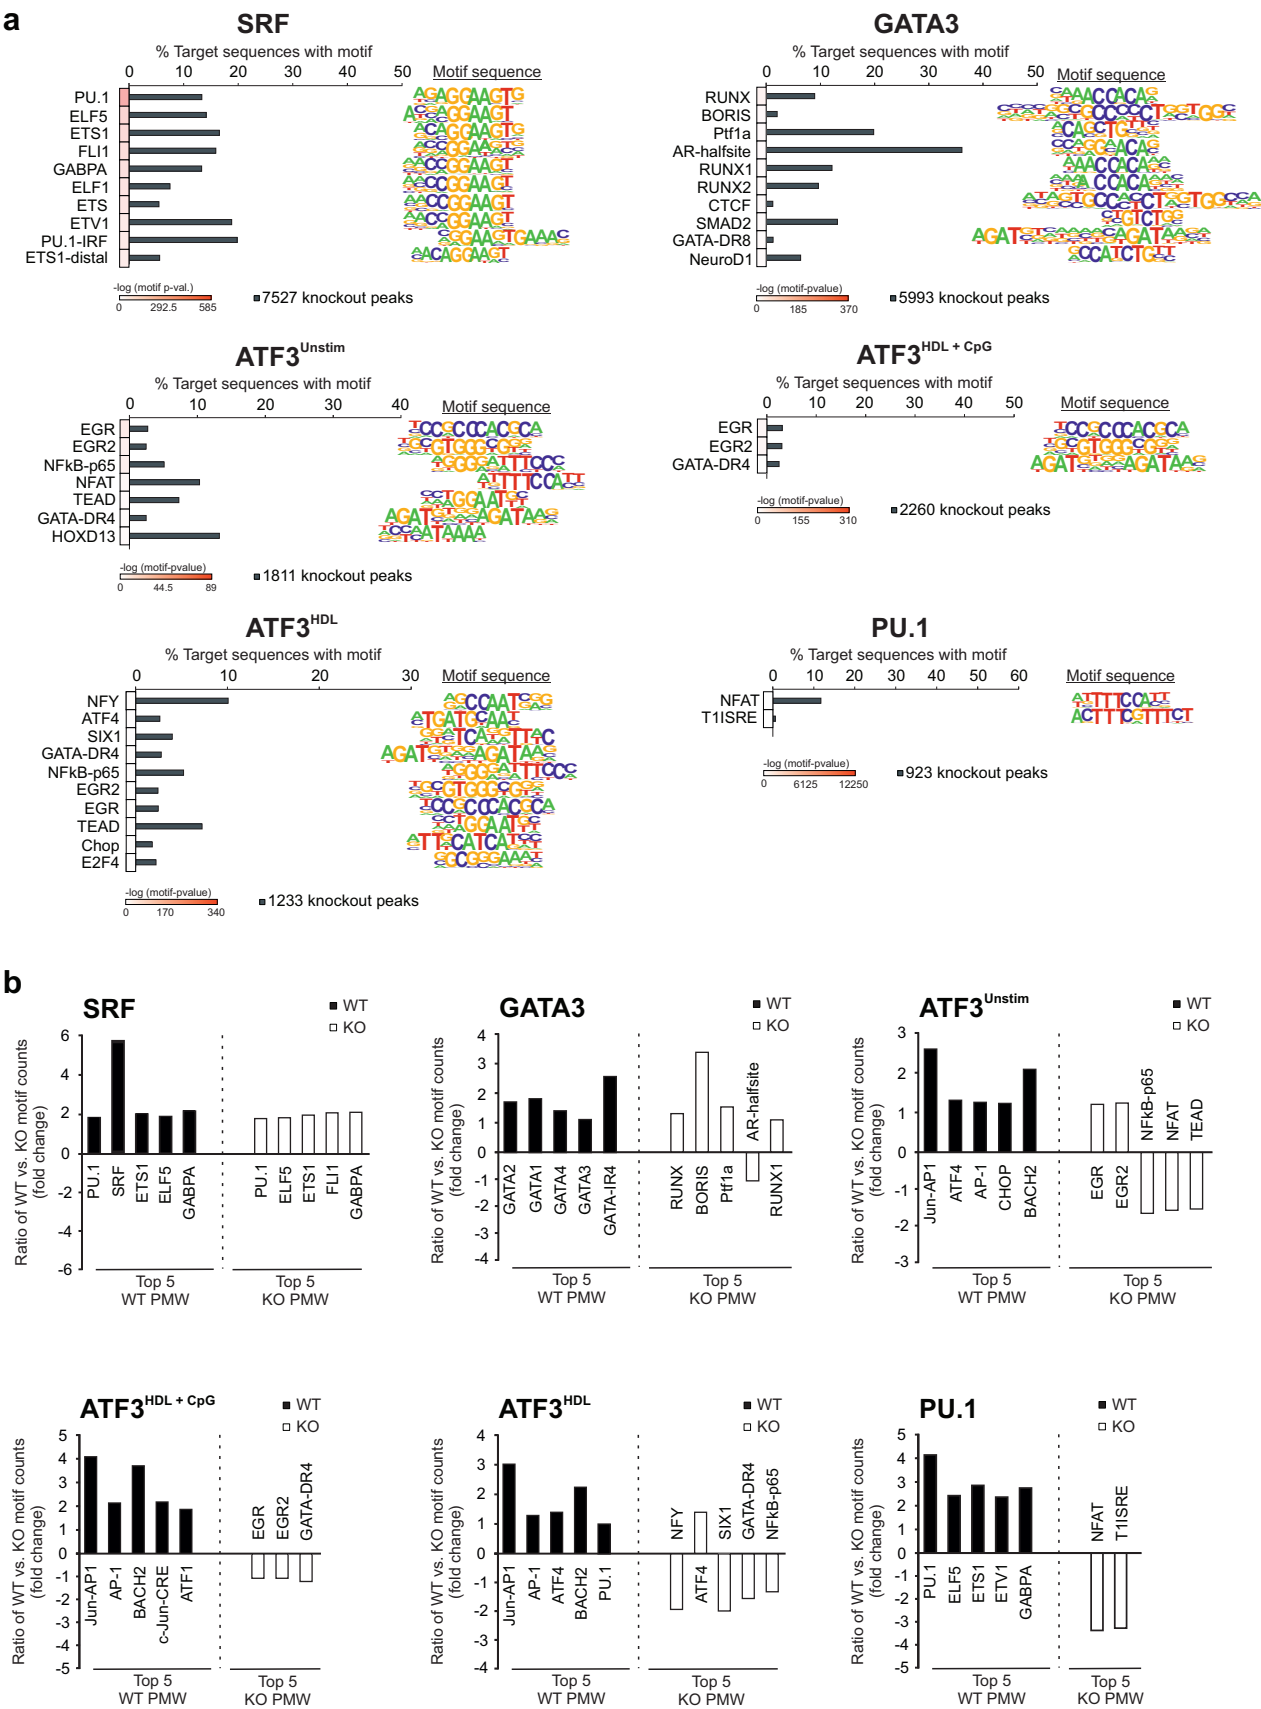

## Supplementary Figure 5

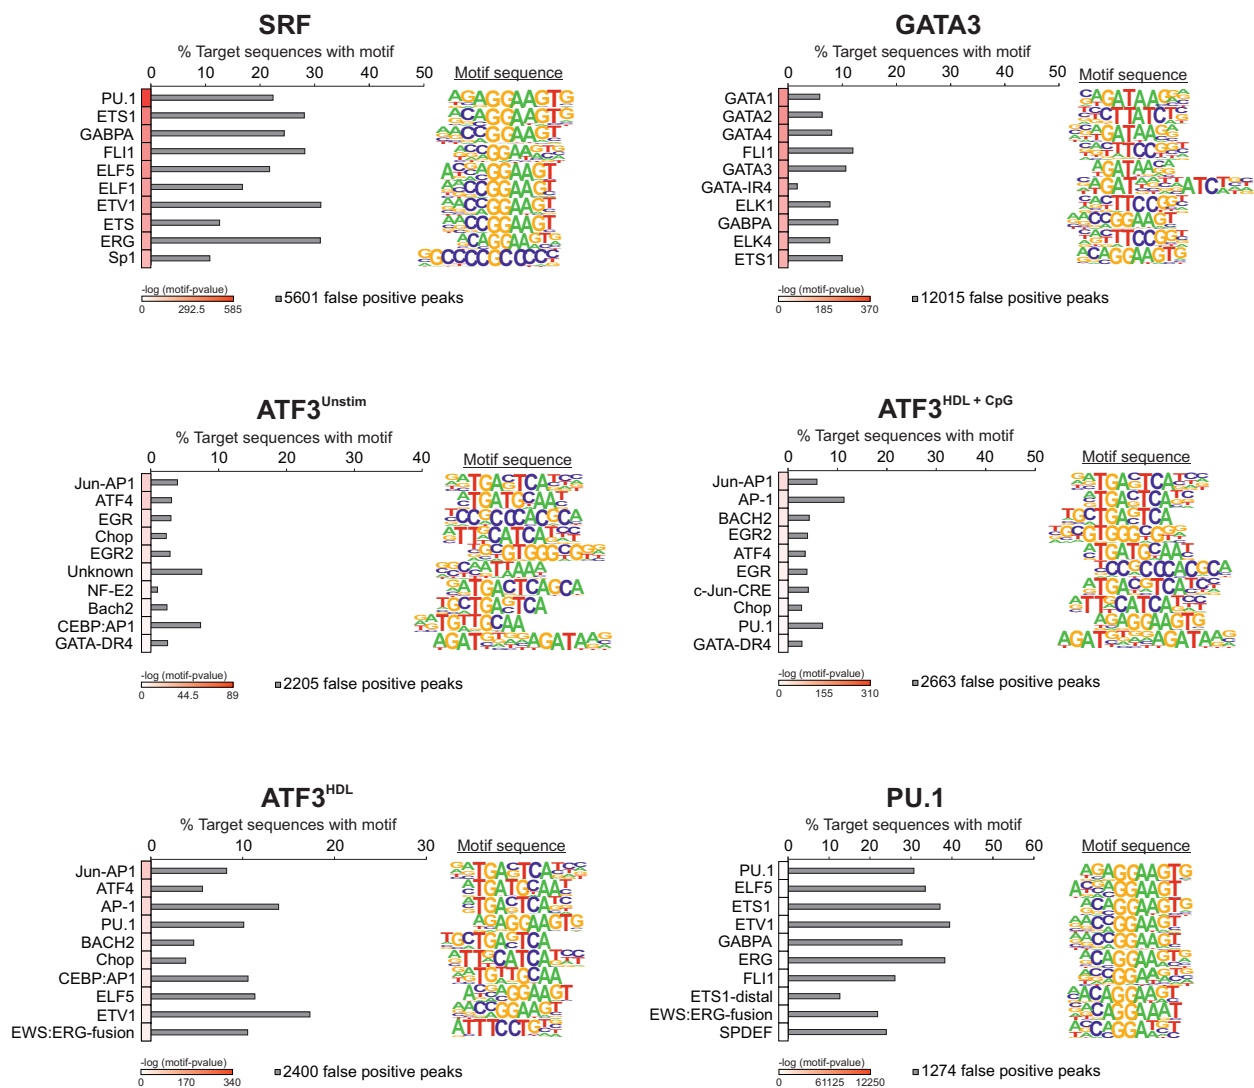

# Supplementary Figure 6

a

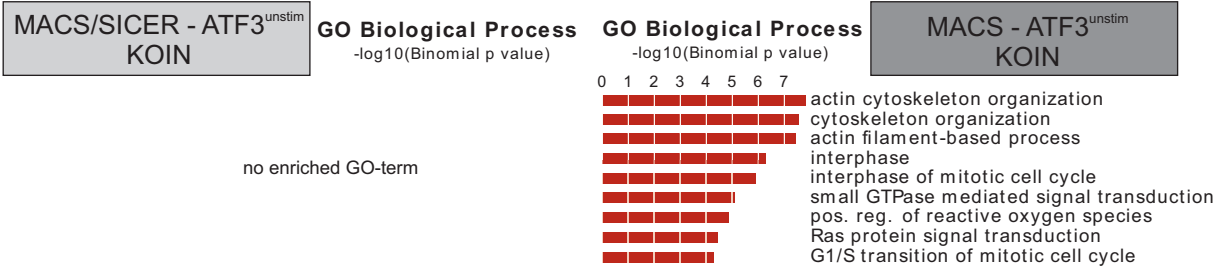

b

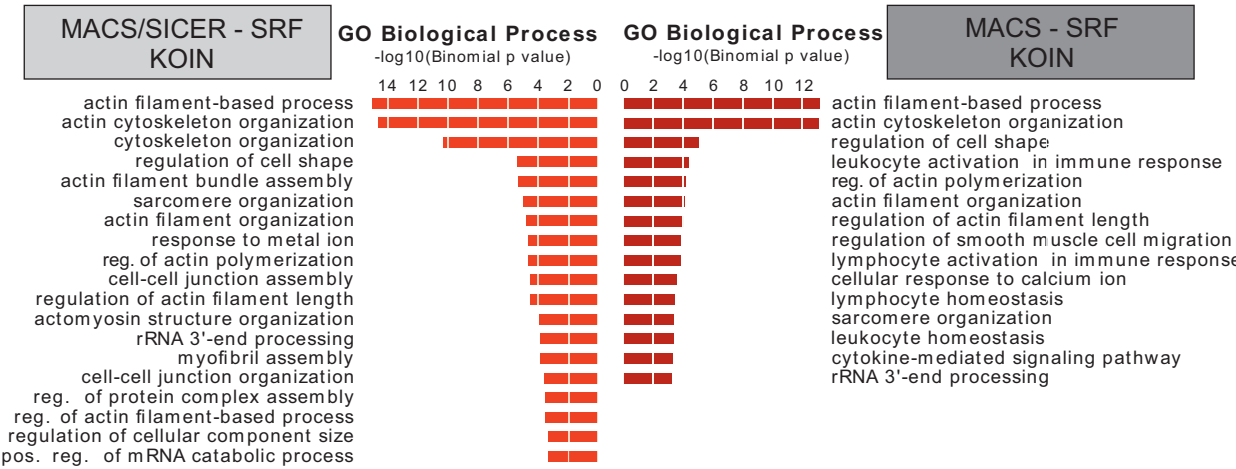

**Supplement:** SUPPLEMENTARY DATA

How the deposited data were processed for this re-analysis (not part of the article)

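ATF3 ChIP-seq peaks of macrophages were compared between WT and KO libraries in 3 conditions, unstimulated, HDL, and HDL + CpG. Samples were assigned to genotype and condition by the submitters' labels, checked against the paper's methods. Of the 7 deposited files, 6 are peak lists, a standard and a KOIN-corrected one per condition, and 1 is a list of barcodes. The 6 libraries hold between 37137377 and 75534584 reads, and the replicates of each library were pooled by the authors. The list of barcodes names 22 raw read files with 8 barcodes, and the raw reads were not used here. From the pooled lists no spread between replicates, no test across mice and no outlier test could be computed.

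The authors aligned the reads to mm9 with Bowtie, called peaks with MACS and annotated them with HOMER. The submitters' processing notes name Bowtie 0.12.8, CASAVA 1.8, HOMER 4.3 and MACS 1.4.2. In the deposited lists, the score per peak is the one MACS gave to the authors. It was used to rank, compare or filter peaks within a list, and across lists only in choosing named peaks. The signal in each deposited list is the number of tags in the peak, which the authors normalized to one common library size. The authors' fold filter left out KOIN peaks with a WT/KO ratio under 2, and every deposited KOIN peak passes it. Since all tag values lay within 0.005 tags of whole reads, reads per peak were recovered from the library totals in the deposited headers.

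Coordinates are those of the lists. All 16759 peaks lie inside the chromosomes of the NCBIM37 reference used here, which is the assembly of mm9, and 92.1% of 4543 gene and promoter pairs had an annotated start site within 100 bp. The sequences TGASTCA, TGACGTCA and TGATGCAA were counted on both strands within 100 bp of peak centres and in windows shifted by 1000 bp. Peaks were compared by overlap of at least 1 bp, and a peak counts as lying on a repeat where the authors' annotation names one at its centre. Shares have Wilson 95% intervals, ratios of reads exact ones. Where a count was 0, a constant was added to each count of the odds ratio. Muscle genes, with 0 of 3 kept in unstimulated cells, thus have one of 0.43. Shares were compared by two-sided Fisher's exact test, scores by a permutation test with 100000 resamples, odds ratios between conditions by Zelen's exact test, and WT with KO reads of single peaks by an exact binomial test. The tests against intergenic peaks, the gene-list tests and the binomial tests of single peaks were adjusted by Benjamini-Hochberg. The other p-values are unadjusted. Overlap between KOIN lists was compared with 1000 random draws of standard peaks. The binomial test was tested on simulated data: of 200 changed peaks among 2779, it found 61.0% at 2-fold and 93.5% at 3-fold in the unstimulated setting. In the data 1562 of the 2779 had more WT reads, so these shares hold for the simulated setting only.

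Named peaks follow a fixed rule. It takes Cd36, Cdk8, Atf3 and the ATF3 peaks of Tables S2 and S3, whose values in the paper had been seen. It adds, per condition, the 10 highest-scoring KOIN peaks and the 10 highest-scoring removed peaks away from satellites and simple repeats, with KOIN peaks within 100 kb of the gene. It also takes up to 4 members per gene list, and the 10 genes with the highest-scoring KOIN peaks in stimulated cells and no unstimulated standard peak. Of the 13 gene lists tested, results are given for 12, which cover bZIP factors, cytokines, Toll-like receptor signalling, lipid handling, macrophage identity, oxidative stress, endoplasmic reticulum stress, the cell cycle, and neuronal, muscle, lymphocyte and olfactory genes. Rules, lists and most alternatives were fixed before the data were examined. The alternatives were score minimums of 60 and 100, an overlap of 50%, merging of peaks within 1000 bp, autosomes only, no satellites or simple repeats, a promoter set by 1000 bp from a start site, a window of 50 bp, a pseudocount of 1 tag on the ratio (0 in the main values) and limits of 10 and 100 kb on the distance to a gene. The peaks of KO libraries, the heatmaps and the position weight matrices of HOMER were not analysed here. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.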

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

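The tests on library totals and on repeat DNA for simple repeats, and the test on GATA3 for G530011O06Rik, were chosen after the result was seen.

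Simple repeats were kept with HDL and removed with HDL + CpG. With HDL, 660 of 1177 simple-repeat peaks were kept, with a median WT/KO of 2.42 (interquartile range 1.94 to 2.97), against 17 of 807 and a median of 1.00 with HDL + CpG, and 107 of 790 and 1.66 in unstimulated cells. The odds ratio of repeats, removed against kept, differed between HDL and HDL + CpG (p = 6.19e-86, Zelen's exact test), as it did for telomere-type repeats (p = 1.12e-17, same exact test). Binding of ATF3 to AP-1 or CRE sequences is argued against, since 1.52% of kept and 1.55% of removed HDL simple-repeat peaks carried one (odds ratio 0.979, p = 1 by Fisher's exact test), against 32.5% of kept peaks off repeats. A wrong library total is argued against by the satellites, whose median ratio in the HDL list was 0.982. What stays open is a difference in repeat DNA between libraries that does not need ATF3, since the HDL KO library had 0.541 times the tags of the HDL + CpG KO library at 601 shared simple repeats and 1.01 times at 21 shared satellites, while the HDL WT library had 1.4 times the tags of the HDL + CpG WT library at the same simple repeats, and whether it comes from the stimulus or from the libraries cannot be told with 1 library each.

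The odds ratio of repeats, removed against kept, also differed between HDL and unstimulated cells (p = 2.10e-08, Zelen's exact test) and between HDL + CpG and unstimulated cells (p = 3.30e-31, same exact test). For telomere-type repeats the corresponding values were 5.70e-08 and 0.00703 (same exact test).

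The G530011O06Rik promoter on chromosome X stood out in all 3 conditions, in a region the text of the paper does not discuss. Its WT/KO was 7.33 (5.00 to 11.0) unstimulated, 11.5 (7.25 to 19.2) with HDL and 7.60 (5.33 to 11.1) with HDL + CpG. On one side the KOIN lists hold a peak with HDL (in intron 3 of Mid1, 5.22, 3.90 to 7.08) and in unstimulated cells (5.62, 3.76 to 8.59). Standard peaks on the other side, up to 166433520, had ratios of 1.05 to 1.65 and were removed, so the sides show peaks of different lists. Binding to an AP-1 or CRE sequence within the promoter peak is argued against, since 0 lie in the HDL + CpG peak, from 166415751 to 166418183, although both of the KOIN-corrected peaks beside it hold TGATGCAA. A difference in copy number or strain between WT and KO mice stays open. A KOIN peak of GATA3, made with other KO mice, has 3680 against 752 tags in the paper's Table S3, but it lies 10513 bp from the ATF3 promoter peak, and the removed ATF3 peaks that it does overlap had ratios of 1.05 to 1.4.

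The peak at the promoter of Atf3 itself was removed in all 3 conditions although WT tags were higher each time. Its WT/KO was 1.73 (1.21 to 2.46) unstimulated, 1.81 (1.31 to 2.49) with HDL and 1.97 (1.31 to 3.01) with HDL + CpG. The WT libraries were higher at most removed promoter peaks, whose median WT/KO was 1.68, 1.89 and 1.43 (25th percentiles 1.55, 1.60 and 1.01). Among them Atf3 lay at percentile 55.6 unstimulated, 39.2 with HDL and 82.4 with HDL + CpG. Its ratio was thus above the 75th percentile in only 1 of the 3 lists, and did not stand out in unstimulated or HDL cells. ATF3 binding at its own promoter below the 2-fold filter is also open, and the highest of the 3 adjusted p was 0.00465 (exact binomial test). The peaks do not separate these explanations, nor does a deletion within Atf3, whose position was not analysed here.

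A last group was set apart because the paper does not report it for ATF3: 21 KOIN-corrected peaks in unstimulated cells, 125 with HDL and 105 with HDL + CpG overlapped no standard peak.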

How the results depend on the processing

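With 1 pooled library per genotype and condition, depth and replicates limit all results: a standard peak holds a median of 43 to 53 WT reads, and no replicate could be left out. No paired analysis was possible because the replicates were pooled in the lists used here. Of the main results under the alternatives, 132 kept their direction and side of the threshold or moved by less than counting error. Another 43 moved beyond that error, 11 lost the threshold with an odds ratio on the same side of 1, and 3 reversed. The 2 definitions of the correction rate that use the WT/KO ratio or the binomial test were chosen after the data were seen. Except where noted, the cause was not tested.

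Correction rates (unstimulated, HDL, HDL + CpG) were 91.1, 53.3 and 77.7% at scores of at least 60 and 98.6, 75.8 and 92.5% at scores of at least 100; scores of KOIN peaks are set against the KO library, so one minimum does not mean the same in both lists. As the share of standard peaks without an overlapping KOIN peak, and likewise at 50% overlap, the rate was 45.1% with HDL and 70.3% with HDL + CpG. Without satellites and simple repeats it was 75.1% unstimulated and 59.0% with HDL + CpG, and on autosomes 41.1% with HDL and 65.6% with HDL + CpG. As the share with a WT/KO under 2 it was 68.7, 33.4 and 65.4%, and by the exact binomial test 43.8, 20.5 and 59.1%, which put HDL + CpG above unstimulated cells.

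The share of standard peaks at a ratio of 2 fell to 24.1, 58.0 and 29.6% with a pseudocount of 1 tag, and that of KOIN peaks to 86.7, 91.7 and 89.0%; without satellites and simple repeats the standard shares were 34.5, 65.3 and 43.4%.

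At scores of at least 100 the odds ratios of being kept against intergenic peaks were 8.90, 1.17 and 2.20 for promoters and 2.28, 1.06 and 1.65 for introns in unstimulated, HDL and HDL + CpG cells. None was past the threshold, and the 8.90 rests on too few kept peaks to give a direction. At 60 the intronic one in unstimulated cells was 1.504 (adjusted p = 0.0687, Fisher's exact test).

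The repeat share of removed against kept HDL peaks reversed to an odds ratio of 1.11 at scores of at least 60 (p = 0.277, Fisher's exact test) and of 1.09 on autosomes (p = 0.189, same exact test), from 0.992, which was itself no difference; in unstimulated cells it was 2.87 at scores of at least 100, past no threshold. For telomere-type repeats, kept against removed, the HDL value of 2.94 became 1.197 at 60 and reversed to 0.844 at 100 (p = 0.752, Fisher's exact test), and the unstimulated one was 0.297 and 0.789.

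Sharing of KOIN peaks at scores of at least 100 was 55.6% (unstimulated in HDL), 11.1% (unstimulated in HDL + CpG), 17.7% (HDL + CpG in HDL), 2.22% (HDL in unstimulated), 1.96% (HDL + CpG in unstimulated) and 4.00% (HDL in HDL + CpG); without satellites and simple repeats it was 23.8% for unstimulated in HDL + CpG and 17.4% for HDL in HDL + CpG.

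The number of gene lists past the threshold, 2 with HDL and 5 with HDL + CpG, was 0 and 0 within 10 kb of a start site and 0 and 0 at scores of at least 100, and without satellites and simple repeats 1 in unstimulated cells and 3 with HDL + CpG; fewer genes enter under each.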

Differences from the paper's values

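No value of the main settings differed from the paper's by more than 1.5 times. The paper's text gives 69% as the upper end of the ATF3 correction rates, whereas the highest rate computed from the deposited lists is 78.6%, in unstimulated cells, and HDL + CpG stands at 67.5%. The peak counts and the percentages printed in Fig. 2a match those computed here. The paper's text describes similar rates of false-positive peaks in intergenic and intronic regions of unstimulated and HDL + CpG cells. Here the count of KOIN-corrected peaks was lower than that of standard peaks by 83.7% in intergenic and 71.5% in intronic regions of unstimulated cells, and by 74.2% and 61.0% with HDL + CpG. The odds of a standard peak being kept were 1.98 and 1.88 times as high in introns, past the threshold of Fisher's exact test in both. At scores of at least 100 neither passed. The paper's statements on promoters in these 2 conditions and on HDL hold in direction.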

Other observations

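Few genes of lymphocytes and muscle had a standard peak at all, and neither list passed the threshold in any condition. Of the T and B lymphocyte genes with a standard peak, 1 of 3 kept one in unstimulated cells, 3 of 7 with HDL and 2 of 6 with HDL + CpG. Those kept with HDL include a peak 2.58 kb from Il2 (5.62, 2.96 to 11.4). Muscle genes kept 0 of 3, 3 of 5 and 0 of 3. Neuronal genes kept 1 of 21, 12 of 25 and 4 of 22 (adjusted p = 0.126, 0.315 and 0.287, Fisher's exact test), and one kept with HDL lies in intron 1 of Dscam (4.22, 2.74 to 6.63). Of the olfactory and vomeronasal receptor genes, 4 of 42 kept a peak in unstimulated cells (adjusted p = 0.0796, Fisher's exact test).

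None of the stress and inflammatory gene lists passed the threshold. Oxidative stress genes kept 2 of 5 unstimulated, 6 of 9 with HDL and 5 of 10 with HDL + CpG, including a peak 2.35 kb from Sqstm1, which encodes an autophagy receptor, with HDL + CpG (3.14, 2.00 to 5.08). Genes of endoplasmic reticulum stress kept 3 of 11, 9 of 13 and 5 of 13. Cytokine and chemokine genes kept 3 of 10, 14 of 19 and 9 of 15 (adjusted p = 0.888, 0.742 and 0.154, Fisher's exact test), and Toll-like receptor and NF-kB genes 3 of 8, 18 of 23 and 10 of 16 (0.738, 0.395 and 0.113, same exact test). Cell cycle genes kept 4 of 8, 11 of 16 and 7 of 9 (0.287, 0.888 and 0.0531, same exact test). With HDL, lipid genes kept 12 of 15 (0.552, same exact test), macrophage identity genes 23 of 28 (0.142, same exact test) and bZIP genes 13 of 18 (0.742, same exact test). In unstimulated cells these 3 lists kept 2 of 5, 4 of 14 and 5 of 10.

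Most KOIN-corrected peaks were found in 1 condition. Of the KOIN-corrected peaks, 313 of 595 in unstimulated cells, 2462 of 3044 with HDL and 770 of 1232 with HDL + CpG overlapped no KOIN-corrected peak of another condition. Of the unstimulated ones 40.2% overlapped an HDL one, against a median of 41.4% (range 36.5 to 47.9) over 1000 random sets of standard peaks. For HDL + CpG in HDL the share was 34.0% against 36.0% (32.4 to 40.7). The random sets include removed peaks, which recurred more than kept ones, so they cannot tell whether sharing exceeds chance. Of the 595 unstimulated peaks, 336 overlapped an HDL standard peak and 239 an HDL KOIN-corrected one. For HDL + CpG in HDL these counts were 548 and 419 of 1232. For HDL in HDL + CpG they were 1206 and 418 of 3044. Of all HDL standard peaks, 2919 of 5319 were kept, and the difference was not tested.

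Upstream of Atf3, peaks were kept at 18.0 kb in unstimulated and HDL cells (2.14 in both), each with TGATGCAA, and at 65.3 kb with HDL (3.2, 1.90 to 5.49), without any of the 3 sequences. Others were kept at 41.1 kb with HDL (4.32, 2.73 to 7.03) and HDL + CpG (2.93, 1.74 to 5.13), over TGACTCA at 193048322 to 193048328 of chromosome 1, and at about 47 kb in all 3 conditions (2.03, 3.18 and 3.22), over TGAGTCA at 193054644 to 193054650. The removed promoter peak with HDL + CpG holds TTGCATCA at 193007145 to 193007152 and TGATGCAA at 193007315 to 193007322.

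On chromosome X, 4 of 178 standard peaks were kept in unstimulated cells (2.25%), 43 of 209 with HDL (20.6%) and 6 of 217 with HDL + CpG (2.76%). KOIN-corrected HDL + CpG peaks away from repeats carried an AP-1 or CRE sequence more often at the highest scores, 50.3% of 304 (Wilson 95% interval 44.7 to 55.9), than at the lowest, 35.0% of 303 (29.8 to 40.5). KOIN-corrected peaks absent from the standard list carried one at 38.1% of 21, 27.2% of 125 and 28.6% of 105 in unstimulated, HDL and HDL + CpG cells.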
